# Effects of whole-body vibration training in a cachectic C26 mouse model

**DOI:** 10.1038/s41598-021-98665-7

**Published:** 2021-11-03

**Authors:** Miranda van der Ende, Rogier L. C. Plas, Miriam van Dijk, Jvalini T. Dwarkasing, Frans van Gemerden, Attusa Sarokhani, Hans J. M. Swarts, Evert M. van Schothorst, Sander Grefte, Renger F. Witkamp, Klaske van Norren

**Keywords:** Muscle, Skeletal muscle, Cancer

## Abstract

Targeted exercise combined with nutritional and pharmacological strategies is commonly considered to be the most optimal strategy to reduce the development and progression of cachexia. For COPD patients, this multi-targeted treatment has shown beneficial effects. However, in many, physical activity is seriously hampered by frailty and fatigue. In the present study, effects of whole-body-vibration-training (WBV) were investigated, as potential alternative to active exercise, on body mass, muscle mass and function in tumour bearing mice. Twenty-four male CD2F1-mice (6–8 weeks, 21.5 ± 0.2 g) were stratified into four groups: control, control + WBV, C26 tumour-bearing, and C26 tumour-bearing + WBV. From day 1, whole-body-vibration was daily performed for 19 days (15 min, 45 Hz, 1.0 g acceleration). General outcome measures included body mass and composition, daily activity, blood analysis, assessments of muscle histology, function, and whole genome gene expression in m. soleus (SOL), m. extensor digitorum longus (EDL), and heart. Body mass, lean and fat mass and EDL mass were all lower in tumour bearing mice compared to controls. Except from improved contractility in SOL, no effects of vibration training were found on cachexia related general outcomes in control or tumour groups, as PCA analysis did not result in a distinction between corresponding groups. However, analysis of transcriptome data clearly revealed a distinction between tumour and trained tumour groups. WBV reduced the tumour-related effects on muscle gene expression in EDL, SOL and heart. Gene Set Enrichment Analysis showed that these effects were associated with attenuation of the upregulation of the proteasome pathway in SOL. These data suggest that WBV had minor effects on cachexia related general outcomes in the present experimental set-up, while muscle transcriptome showed changes associated with positive effects. This calls for follow-up studies applying longer treatment periods of WBV as component of a multiple-target intervention.

## Introduction

The cachexia syndrome, among others, characterised by disease-induced loss of muscle mass, can occur in patients with chronic kidney disease, heart failure, Chronic Obstructive Pulmonary Disease (COPD) and cancer^1,2^. It is associated with reduced treatment efficacy and a reduced quality of life^3–6^. Although the symptoms of this syndrome show a high degree of similarity for different diseases, the causes are multiple and their contribution to the development of cachexia may differ per disease and treatment trajectory^1,7^. Moreover, it has been shown that cross-talk between different organs plays an important role, which makes cachexia a complex syndrome that is difficult to treat^8–10^. There is increasing consensus between experts that cachexia should be treated with a multimodal approach addressing dietary composition and intake, attenuating systemic inflammation, and stimulating physical activity^5,6^. For COPD, there is already an evidence-based treatment combination of exercise and dietary treatment^11–13^. For cancer patients, however, less data is available supporting such a treatment.

A systematic review of the effects of physical exercise on muscle mass and strength in cancer patients provided evidence that resistance training, aerobic training, or a combination of these can improve muscle strength^14^. However, coexisting fatigue and frailty are often limiting factors in these patients^15^. Therefore, there is a need for training methods that are easily accessible for frail patients. Vibration training might meet this demand, since it provides an easily accessible and low intensity type of exercise. Patients stand on a vibrating surface, which transmits the vibration from the plate to the patient^16^. In older individuals, positive effects of whole-body-vibration training (WBV) on VO_2,max_ and muscle strength have been observed^17^. Moreover, vibration training increased exercise capacity in patients treated for respiratory cancer^18^. Additionally, it was found that resistive vibration exercise could prevent the decrease in mitochondrial respiration during bed rest^19^. However, literature data are scarce, and studies are difficult to compare due to differences in set-up. A meta-analysis reported a beneficial effect on leg muscle strength in elderly^20^, whereas a systematic review concluded that there would be only weak proof of efficacy of WBV in elderly^21^. Due to the overall inconsistent results of WBV, it remains unclear whether WBV could be a beneficial intervention to improve muscle mass and function in elderly. However, with a recent Delphi consensus study a more consistent form of reporting WBV studies is at hand^22^. Moreover, WBV has never been thoroughly investigated during disease-driven net catabolic conditions. Therefore, in this study, the effects of WBV alone using a murine cancer cachexia model were investigated.

Effects of WBV in rodents found so far seem promising but have also provided contradicting results. For example, WBV showed to be beneficial in chronic pain, it reduced mechanical and thermal sensitivity in male Wistar rats^23^. In healthy mice, one study has shown that low-intensity WBV can partially improve muscle contractility, in particular strength and relaxation rates^24^. Although that WBV is having a positive effect in young mice, this effect could not be found in aged mice^25^. Another study demonstrated effectiveness of WBV in suppressing muscle atrophy pathways both in vivo and in vitro. Apart from effects on muscle, WBV is also able to improve bone health in mice and rats^26,27^. Investigating the effect of vibration training in a mouse model for Duchenne muscular dystrophy showed no effect on bone or muscle improvement^28^. However, no studies were found in literature investigating a condition of cancer-induced atrophy, additionally no Delphi study is performed for animal WBV studies yet. So, the question whether WBV might be able to attenuate muscle wasting during this disease remains unknown.

To this end, the effects of WBV were investigated in a colon-derived-tumour-induced C26 cachexia mouse model, studying cachexia outcomes at different levels, including the muscle transcriptome, markers for bone and muscle function, muscle mitochondrial biogenesis, body composition and muscle performance. It is hypothesized that WBV might be able to attenuate muscle wasting in colon-derived-tumour-induced C26 cachexia mouse model.

## Materials and methods

### Tumour model

Twenty-four male CD2F1 mice weighing ~ 20 g (6–8 weeks, BALB/c x DBA/2, Charles River, The Netherlands) were individually housed in macrolon type 3 cages with sawdust and tissues as nesting material, in a climate-controlled room (21 °C ± 1 °C) with a 12:12 h dark–light cycle. Sample size was small because of the explorative nature of this study. Mice had ad libitum access to chow and water. Upon arrival, mice were stratified on body mass and divided into groups of 6 animals (Control [C], Control + whole body vibration training [C + WBV], Tumour bearing [T] and Tumour bearing + whole body vibration training [T + WBV]). Subsequently, mice were allowed to acclimatize for 1 week prior to the start of the experiment. Murine C26 adenocarcinoma cells, kindly obtained from the lab of Donna McCarthy (Ohio State University, USA), were cultured and suspended as described previously^29^. Tumour cells (1 × 10^6^ cells in 0.2 ml of Hanks’ balanced salt solution (HBSS)) were inoculated subcutaneously into the right inguinal flank of the mice under general anaesthesia (isoflurane/N_2_O/O_2_). HBSS was used as sham injection (0.2 ml). This study was conducted in accordance with institutional guidelines for the care and use of laboratory animals established by the Animal Ethics Committee of the University of Wageningen, and all animal procedures related to the purpose of the research were approved under the Ethical license of the national competent authority (registration number 2014075.e), securing full compliance the European Directive 2010/63/EU for the use of animals for scientific purposes and the ARRIVE guidelines.

### Experimental design

From day-5 (D-5) onwards body mass, activity and grip strength were measured daily. On day 0 (D0), an injection with tumour cells or HBSS was given and blood was collected using a tail-vein cut. On D0, D7, D14 and D19, body composition, i.e. lean mass and fat mass, was measured using an EchoMRI Whole Body Composition Analyzer (EchoMRI, Houston, TX, USA). Starting on D1, mice were subjected to a whole-body vibration training (WBV) protocol, similar to previous rodent studies^24,26,28,30^, with 15 min of vibration training for 7 days/week, with a frequency of 45 Hz and 1.0 g acceleration.

The vibration platform used was an adjusted commercially available VG^®^ Professional (VibroGym, Badhoevedorp, The Netherlands) power plate. Four Plexiglas cages were mounted onto the power plate to enable WBV in four mice simultaneously. The power plate was calibrated using accelerometers on all four corners to ensure the frequency and acceleration specifics. On D19, at least 24 h after the last training session and after anaesthesia, blood was collected by cardiac puncture and animals were killed. Subsequently, organs and hindlimb muscles were weighted and snap-frozen in liquid nitrogen. Carcass mass was determined as body mass excluding tumour weight. *M. soleus* (SOL) and *m. extensor digitorum longus* (EDL) were divided in two parts: one for histology and one for RNA isolation. The EDL and SOL of the other leg were used for ex vivo muscle function. Front legs were frozen for bone mineral density (BMD) measurement.

To assure compliance of mice with the WBV, a small pilot was executed prior to the experiment. Three additional control mice were used and apart from the vibration training no other treatment was applied. Mice did not show any signs of aberrant behaviour when exposed to the vibration training. Video recordings of mice subjected to WBV showing the behavioural response to the training are provided in supplemental video 1.

### Grip strength

Forelimb grip strength was measured daily as previously described^31^, using a calibrated grip strength apparatus from Panlab (Cornella, Spain), following the protocol delivered with the equipment. Each day, a set of five maximum effort repetitions was performed. From these five measurements, the average of the middle three measurements was determined. To eliminate measurement variation, grip strength was expressed per mouse as mean grip strength on D15-18 as a percentage of the mean on D-3 to D0.

### Daily activity

Physical activity was monitored throughout the acclimatisation and study period starting at D-7, using activity sensors (dual technology detector DUO 240, Visonic; adapted by R Visser, NIN, Amsterdam, The Netherlands) according to an adapted protocol previously described^32^. Sensors translated individual disruption of the infrared beams caused by movements of the animals into arbitrary activity counts. Sensors were mounted above the home cages and connected through input ports and interface to a computer equipped with MED-PC IV software for data collection (MED associates, St Albans, VT, USA). Activity was expressed in counts per half hour. The activities of each 12 h dark cycle were summed to dampen the hour-to-hour variability. To eliminate measurement variation, daily activity was expressed per mouse as mean daily activity on D16-19 as a percentage of the mean on D-3 to D0.

### Bone mineral density and DEXA

Frozen front legs were used for determination of BMD measured by dual energy X-ray absorptiometry (DEXA) scan, using a PIXImus imager (GE Lunar, Madison, WI, USA).

### Blood plasma cytokines and PTHrP

The following cytokines were measured using a mouse cytokine Milliplex bead immunoassay (MCYTOMAG-70K-09, Merck chemicals^33^, Amsterdam, The Netherlands): IFNγ, IL1-β, IL4, IL6, IL10, IL15, MCP1, TNFα and VEGF. PTHrP was measured using a quantitative PTHrP enzyme-linked immunosorbent (ELISA) assay kit (SEA819Mu, Cloud-Clone Corp., Uscn Life Science Inc., Wuhan, Hubei, PRC).

### Ex vivo muscle function

At the end of the experiment (D19), ex-vivo muscle function of right SOL and EDL was measured according to an adapted protocol previously described^34^. Muscles stabilized in the organ bath for 30 min. Subsequently, optimal stimulation strength was determined. Force frequency characteristics (10–167 Hz, 250 ms (EDL) and 500 ms (SOL)) were determined after refreshing the organ buffer and 5 min of rest. Next, an exercise protocol was performed of 100 contractions (83 Hz, 250 ms every 1000 ms for EDL and 83 Hz, 500 ms every 2000 ms for SOL). At the used frequencies, complete tetanic contraction of the muscle was reached. Force signals of the force frequency curve and the exercise protocol were analysed for maximal force (F_max_), contraction and relaxation time (CT and RT respectively) and rate of change of force (dF/dt). Area under the curve (AUC) for F_max_ was determined for both force frequency and exercise protocols. CT, RT and dF/dt were analysed between 83 and 167 Hz.

### Immunofluorescent histology

#### Staining MHC type I in m. soleus

Immunofluorescent staining was performed as previously described^35^. SOL sections (10 µm) were cut using a cryostat at –20 °C, air dried and stored at − 20 °C until use. Based on MHC isoform, fibre-type abundancy was determined and classified as MHC type I and II using monoclonal antibody against mouse MHC type I (BAD-5, 1 μg/mL, as developed by Schiaffino; the Developmental Studies Hybridoma Bank, The University of Iowa, IA, USA) and immunofluorescent secondary anti-mouse immunoglobulin G2b antibody (IgG2b Alexa F488, 2 μg/mL; Fisher Scientific, Landsmeer, The Netherlands). Normal goat serum was diluted 1:10 (dNGS) in phosphate buffered saline (PBS). Sections were first air-dried for 15 min and then blocked with dNGS for 60 min at 37 °C. Primary antibody dilution was prepared in dNGS, added to the sections and incubated for 60 min at 37 °C. Sections were gently washed three times with PBS. Secondary antibody dilution was prepared in dNGS and added to the slides to incubate for 60 min at 37 °C in the dark. After incubation, sections were gently washed again three times with PBS. Wheat germ agglutinin dilution (WGA, 20 μg/mL) was prepared in PBS. WGA was added to the sections and incubated for 20 min at 37 °C in the dark. Sections were gently washed three times PBS before enclosure with Vectashield-hard set (with DAPI; Fisher Scientific).

#### Fibre area analysis

Gray-scale images of the sections were taken under a Leica DMIL LED microscope with a 10 × objective (Leica Microsystems, Amsterdam, The Netherlands). Images were taken at 10 × magnification. The microscope was equipped with Red (Excitation: BP 546/11 nm; Emission BP 605/75 nm), Green (Excitation: BP 470/40 nm; Emission BP 525/50 nm), and Blue (Excitation: BP 360/40 nm; Emission LP425 nm) filters, a Leica DFC450C camera (resolution of 52294 DPI), and LAS X 2.0 software (Leica). Images were combined using ImageJ 1.15f for Windows (National Institutes of Health, Bethesda). Total area of a muscle section was analysed using ImageJ. Muscle fibre properties were analysed using SMASH muscle image analysis application for MATLAB r2015b (Mathworks, Natick)^36^. Abundance of type II muscle fibres was measured as MHC type I negative fibres as percentage of total fibre count. Muscle fibre cross-sectional area (CSA) was determined by measuring minimal Feret’s diameter of fibres, a reliable measure for CSA^37^. The ratio of type II/type I fibre CSA and the relative abundance of type II MHC (total type II CSA as % of total muscle CSA) were also determined.

#### qPCR gene expression

RNA was isolated from gastrocnemius skeletal muscle tissue. Frozen tissue was added to ice-cold Trizol Reagent (Invitrogen Cat. No. 155596-026) and homogenised for 60 s using the IKA Ultra-Turrax T25 homogenizer. After centrifugation chloroform was added. Samples were centrifuged again, and 2-propanol was added to the aqueous phase. The supernatant was removed after centrifuging, and the remaining pellet was washed once in 75% ethanol by vortexing, followed by centrifuging. Finally, the pellet was air-dried and resuspended in nuclease-free water by an incubation at 55 °C in a heating block. The RNA concentration and purity were assessed with the Nanodrop spectrophotometer (Nanodrop ND1000, Nanodrop technologies Wilmington, DE, USA). cDNA was synthesized using the Promega cDNA synthesis Kit (A3500, Promega Benelux B.V., Leiden, the Netherlands) following the manufacture’s instruction in a Hybaid PCR machine. qPCR was carried out using Sensi-Mix SYBR-green. A threefold dilution series consisting of six dilutions were prepared for the standard curve. Primer sets for *Ampk* (AMP-activated protein kinase), *Pgc1α* (*Ppargc1a*, Peroxisome proliferator-activated receptor-γ coactivator 1 alpha), *Sirt1* (silent mating type information regulation 2 homolog 1), *Akt1*, *Atrogin1* (*Fbxo32*), *Murf1* (*Trim63*), *β-actin* and *Tbp* (TATA-sequence binding protein) were used (table S1). *β-actin* and *Tbp* were used as reference genes in order to normalize the data for the target genes. Relative fold change was calculated with the 2-ΔΔCt method as described previously^38^ and in the User Bulletin #2 (ABI PRISM 7700 Sequence Detection System) of Applied Biosystems.

#### Protein expression

Total protein was extracted from frozen gastrocnemius skeletal muscle tissue by homogenising the tissue in RIPA buffer (50 mM Tris–HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.25% Na-deoxycholate, 10 × phosphatase inhibitor (Roche Diagnostics) and 25 × Protease inhibitor (EDTA complete)) using an Ultra-Turrax homogeniser. The protein concentration was quantified with the BCA protein assay (Pierce) according to the manufacturer’s directions. Equal amounts of each protein sample (20 μg) were loaded on an 8–16% SDS gel (Biorad) and separated by SDS-PAGE. The separated proteins were transferred on a PVDF membrane followed by a 1 h blocking step in 5% (w/v) milk. Membranes were incubated with different primary antibodies AKT1 (1:1000, Cell Signaling, #9272S), p-AktSer473 (1:2000, Cell Signaling, #9271S), AMPKa (1:1000, Cell Signaling, #2532S), p-AMPKaThr172 (1:1000, Cell Signaling, #2535S), Ppargc1aα (1:1000, Invitrogen, PA5-72948) and p-hPpargc1a Ser571 (1:500, R&D Systems, AF6650), SIRT1 (1:1000, Cell Signaling, #2493S) overnight at 4 °C. The membranes were incubated with horseradish peroxidase (HRP)-conjugated goat anti-mouse IgG antibody (1:5000) as secondary antibody for 1 h at room temperature. For every washing step the membranes were washed for three times for 3 min followed by three times for 10 min with 1 × TBST. Protein bands were detected with chemiluminescence and the Bio-Rad Imager. Protein bands were normalized to total protein after staining the membranes with Coomassie Brilliant Blue-R-250 and de-staining with a mixture containing 10% Acetic-acid and 40% Methanol. Band intensities were quantified with the Bio-Rad’s Image Lab software. Images of the blots of AMPK, AKT1 and PGC1α can be found in figures S1, S2 and S3 respectively.

### Statistics

#### General

All data are expressed as means ± SEM. Statistical analyses were performed using Graphpad Prism 5 (Graphpad Software Inc., La Jolla, California, USA). Differences in daily body mass, body composition and ex vivo measures (F_max_, CT, RT and dF/dt) were tested using a repeated measures two-way ANOVA with group and time as factors. Differences at a specific point were all tested using a two-way ANOVA with tumour and training as factors. All post hoc testing was done with a Bonferroni multiple comparison correction. Differences were considered significant at *p* < *0.05*.

#### PCA + random forest

Principal component analysis (PCA) and random forest analysis were performed using R (R Foundation for Statistical Computing, Vienna, Austria. https://www.R-project.org/). Variables with 2 or fewer missing values were included, missing values were replaced with the mean of the variable. There were 63 variables used for the analyses (Table S2). The package *moments* was used to calculate the Shapiro Wilk p-value, skewness and kurtosis value (Table S2). Random forest analysis was done using the *randomforest* package^39^. For PCA analysis data was auto scaled. Plots were made using the R libraries *gglot2*^40^ and *ggpubr*. Used R scripts are available via https://github.com/mirandavdende/vibrogym-study.

### Microarray gene expression

#### Microarray

RNA from EDL, SOL and heart was isolated (RNeasy Micro kit, Qiagen, Venlo, the Netherlands). Subsequently, RNA was quantified by Nanodrop analysis and integrity was checked by an Agilent 2100 Bioanalyser with RNA 6000 microchips (Agilent Technologies, South Queensferry, UK). Total RNA was labelled with the GeneChip^®^ WT plus Reagent Kit and hybridized to GeneChip^®^ Mouse Gene 1.1 ST Array (Affymetrix, Inc. Santa Clara, Ca, USA). Sample labelling, hybridization to chips and image scanning were performed according to the manufacturers’ instructions.

#### Microarray data analysis

Microarray quality control was performed in MADMAX, a pipeline for statistical analysis of microarray data^41^. Data were normalized using the robust multi-array analysis (RMA) algorithm^42^ as implemented in the Bioconductor package *AffyPLM*. Probe sets were identified with genome information according to Dai et al.^43^ based on annotations provided by the Entrez Gene database, which resulted in the profiling of 22,135 unique genes (custom CDF v22). Differential expression of probe sets (genes) was determined using linear models (package *limma*) and an intensity-based moderated t-statistic^44,45^. T and T + WBV groups were compared to C group for EDL, SOL and Heart samples. P-values were adjusted for multiple testing by Benjamini–Hochberg false discovery rate (FDR) procedure^46^. Probe sets with an adjusted *p*-value of *p* < 0.01 were considered regulated. Venn diagrams and scatter plots were made using the R libraries *gglot2*^40^ and *VennDiagram*^47^. To find genes most regulated by either tumour or training, a sparse Partial Least Squares Discriminant (sPLS-DA) analysis was performed using the *mixOmics* package^48^. Changes in individual genes were related to changes in pathways by gene set enrichment analysis (GSEA)^49^ and the subset of metabolic and signalling pathways retrieved from the expert-curated Kyoto Encyclopedia of Genes and Genomes (KEGG) database^50^. Only gene sets consisting of more than 10 and fewer than 500 genes were considered, which resulted in the inclusion of 226 gene sets. For each comparison, genes were ranked on their t-value that was calculated by the empirical Bayes method. Statistical significance of GSEA results was determined using 10,000 permutations. GSEA and visualization was performed using the Bioconductor package *clusterProfiler *^51^. Microarray data has been submitted to the Gene Expression Omnibus (GEO) database under accession number GSE121972. Used R scripts are available via https://github.com/mirandavdende/vibrogym-study.

### Declarations

This study was conducted in accordance with institutional guidelines for the care and use of laboratory animals established by the Animal Ethics Committee of the University of Wageningen, and all animal procedures related to the purpose of the research were approved under the Ethical license of the national competent authority (registration number 2014075.e), securing full compliance the European Directive 2010/63/EU for the use of animals for scientific purposes. The manuscript does not contain clinical studies or patient data. This research was funded by Wageningen University and VLAG Graduate School. Used R scripts are available via https://github.com/mirandavdende/vibrogym-study. M van der Ende, RLC Plas, M van Dijk, JT Dwarkasing, F van Gemerden, A Sarokhani, HJM Swarts, EM van Schothorst, S Grefte, RF Witkamp and K van Norren give their consent for publication and declare that they have no conflict of interest.

## Results

### No effect of training in tumour bearing mice on general cachectic parameters

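The masses used here are those given with the arrays of the 23 mice whose EDL and SOL were analysed, which were 6 C, 6 C + WBV, 6 T and 5 T + WBV mice. They comprise body mass at day 19 as a percentage, carcass mass in g, and the masses of EDL and SOL in mg. Heart mass was given for the 12 mice with heart arrays, 3 in each group. What the body mass is a percentage of is not stated in these labels. T mice carried C26, a mouse colon carcinoma line. Group means were compared with exact two-sided permutation tests, and p was adjusted with the Benjamini-Hochberg method over the 4 comparisons of each mass.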

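Tumour-bearing mice weighed less than control mice at day 19. Body mass was 81.5 ± 4.98% (SD, n = 6) in T and 111 ± 3.03% (SD, n = 6) in C. In T + WBV it was 86.0 ± 9.35% (SD, n = 5), and in C + WBV 109 ± 1.46% (SD, n = 6). Every T mouse, at 77.5 to 91%, lay below every C mouse, the lowest of which was at 107.9%. The T + WBV mice spread from 75.9 to 100.9%, all below the lowest C + WBV mouse at 107%. T lay below C by a difference of −29.3 percentage points and T + WBV below C + WBV by −23.3 (exact permutation test, p = 0.00216 for each, the smallest p that these group sizes allow, adjusted p = 0.00433). The mouse at 100.9% was T + WBV replicate 2.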

Nineteen days after tumour inoculation, body mass, fat mass and lean mass started to significantly decrease in tumour bearing mice (T and T + WBV) (Fig. 1a–c), with fat mass reduction preceding the other characteristics on day fourteen. Upon sacrifice (day 19), the carcass mass (Fig. 1d) was also significantly lower in the T and T + WBV groups. 

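Carcass mass was lower with the tumour in trained and untrained mice. It was 17.2 ± 1.54 g (SD, n = 6) in T, 24.8 ± 1.39 g (SD, n = 6) in C, 19.1 ± 2.45 g (SD, n = 5) in T + WBV and 24.6 ± 0.669 g (SD, n = 6) in C + WBV. The difference was −7.63 g between T and C and −5.42 g between T + WBV and C + WBV, with no overlap between the groups compared (exact permutation test, p = 0.00216 for each, adjusted p = 0.00433). The T + WBV mouse with the highest carcass mass, at 22.95 g, was replicate 2, the same mouse that had the highest body mass of the group.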

Almost all organs, muscles (except for SOL) and fat compartments showed decreased mass due to a tumour effect (table S3). However, the mass of the spleen and intestine were both larger in tumour bearing mice, which could be explained by tumour growth and inflammatory reaction. 

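EDL, a fast muscle, weighed 6.38 ± 1.16 mg (SD, n = 6) in T and 7.78 ± 0.828 mg (SD, n = 6) in C, and 6.9 ± 0.616 mg (SD, n = 5) in T + WBV and 9.00 ± 0.580 mg (SD, n = 6) in C + WBV. SOL, a slow muscle, weighed 6.02 ± 0.397 mg in T and 6.83 ± 0.339 mg in C (SD, n = 6 each), and 6.86 ± 0.868 mg (SD, n = 5) in T + WBV and 7.217 ± 1.499 mg (SD, n = 6) in C + WBV. The heart weighed 116 ± 3.93 mg in T, 142 ± 10.7 mg in C, 134.5 ± 8.695 mg in T + WBV and 148 ± 7.61 mg in C + WBV (SD, n = 3 each). The EDL of T + WBV mice was lighter than that of C + WBV mice by a difference of −2.10 mg (exact permutation test, p = 0.00216, adjusted p = 0.00866). The EDL of T mice differed from that of C mice by −1.40 mg (exact permutation test, p = 0.0411, adjusted p = 0.0548), which passed a threshold of 0.05 without C replicate 1 (−1.64 mg, adjusted p = 0.0375) or without T replicate 2 (−1.78 mg, adjusted p = 0.0130). SOL was lighter in T than in C by a difference of −0.817 mg (exact permutation test, p = 0.00866, adjusted p = 0.0346). That call ended without any 1 of 8 mice, which were T replicate 6 (−0.813 mg, adjusted p = 0.0519), T 2 (−0.753, 0.0519), T 3 (−0.793, 0.0519), T 5 (−0.733, 0.0693), C 1 (−0.783, 0.0606), C 2 (−0.723, 0.0606), C 3 (−0.823, 0.0606) and C 4 (−0.783, 0.0606). With medians in place of means the SOL difference was −0.950 mg (exact permutation test, adjusted p = 0.0519). Between T + WBV and C + WBV, SOL differed by −0.357 mg (exact permutation test, p = 0.660), and by 0.06 mg without C + WBV replicate 1. The heart differed by −25.8 mg between T and C and by −13.1 mg between T + WBV and C + WBV, with no overlap (exact permutation test, p = 0.1 for each, the smallest p that 3 mice against 3 allow).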

Plasma INFγ and IL-6 showed an increase due to the tumour while the other tested cytokines were not affected (figure S4). Mean grip strength and daily activity at the end of the experiment were both lower in the tumour bearing mice (T and T + WBV) compared to the control mice (C and C + WBV) (Fig. 1e,f). Front leg BMD was significantly lower, but plasma PTHrP was significantly higher in tumour bearing mice (T and T + WBV) compared to control mice (C and C + WBV) (Fig. 2a,b). The gastrocnemius muscle of the T and T + WBV groups showed a significant increase in gene expression of Murf1 and atrogin, which are both markers for muscle mass breakdown (table S3). In all these parameters no effect of WBV was seen in both the C + WBV group and the T + WBV group, with one exception: EDL muscle mass was increased in C + WBV compared to control. 

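Of the masses measured in these mice, EDL mass was higher in C + WBV than in C, by 1.22 mg (exact two-sided permutation test, p = 0.0195, adjusted p = 0.0390). The adjusted p of that difference was 0.0548 without any 1 of 8 mice, which were C + WBV replicate 1 (1.10 mg), C + WBV 2 (1.20 mg), C + WBV 3 (1.14 mg), C + WBV 4 (1.16 mg), C 1 (0.980 mg), C 2 (1.24 mg), C 5 (1.16 mg) and C 6 (1.12 mg). Between T + WBV and T, EDL mass differed by 0.517 mg (exact permutation test, p = 0.4004). SOL mass differed by 0.383 mg between C + WBV and C (exact permutation test, p = 0.589; −0.0333 mg without C + WBV replicate 1) and by 0.843 mg between T + WBV and T (p = 0.0758, adjusted p = 0.152; 1.11 mg and adjusted p = 0.0286 without T + WBV replicate 1). Heart mass was 18.3 mg higher in T + WBV than in T without overlap, and 5.53 mg higher in C + WBV than in C (exact permutation test, p = 0.1, the smallest possible with 3 mice against 3, and p = 0.4). Carcass mass differed by 1.97 g between T + WBV and T (exact permutation test, p = 0.132, adjusted p = 0.176) and by −0.25 g between C + WBV and C (p = 0.708; 0.17 g without C replicate 4). Body mass differed by 4.55 percentage points between T + WBV and T (exact permutation test, p = 0.348) and by −1.48 points between C + WBV and C (p = 0.316). None of the training differences other than that of EDL mass in C + WBV passed after adjustment.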

Next to that, the C + WBV group showed a trend of a lower mean daily activity, although not significant.

**Figure 1:**
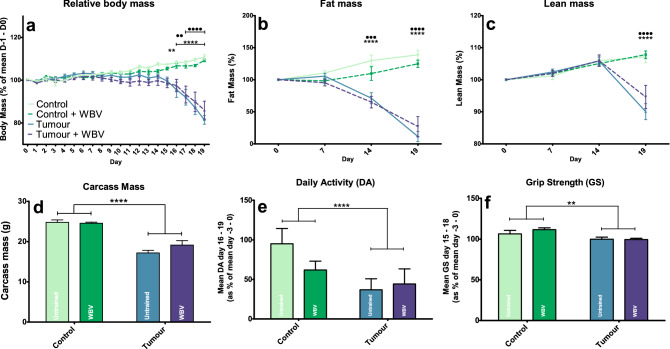
Relative body mass (**a**), fat mass (**b**) and lean mass(**c**) over time, carcass mass at section (**d**), mean daily activity (**e**) and grip strength (**f**) at the end of the experiment. Data represent mean ± SEM. Asterisks indicate significant differences between C and T and dots indicate significant differences between C + WBV and T + WBV. */ •, **/ ••, ***/ ••• and ****/ •••• indicate *p* < *0.05*, *p* < *0.01*, *p* < *0.005* and *p* < *0.001* respectively.

**Figure 2:**
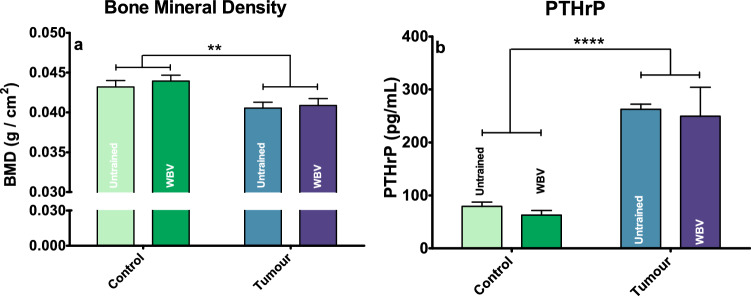
Front leg BMD (**a**) and plasma PTHrP (**b**) at section. Data represent mean ± sem. ** and **** indicate *p* < *0.01* and *p* < *0.001* respectively.

#### Training increases contraction and relaxation speed of SOL, but it has no effect on muscle fibre type

EDL only showed minor differences in ex vivo muscle function (Fig. 3a–c,f). Contraction time was slightly longer in the muscle of the tumour mice (T and T + WBV) (Fig. 3d), however, this was not significant. Compared to the C and C + WBV groups respectively, the relaxation time was significantly shorter in the T and T + WBV groups at 83 Hz (Fig. 3e). In all cases, no significant changes due to the WBV training were observed. In the SOL greater differences were seen between the tumour mice (T and T + WBV) and the control mice (C and C + WBV). A significantly lower F_max_ could be observed in both T and T + WBV groups at 167 Hz (Fig. 4a). AUC for both the force-frequency and the exercise protocol was significantly lower in the T and T + WBV groups (Fig. 4b,c). In the rate of force development, no differences were found (Fig. 4f).

**Figure 3:**
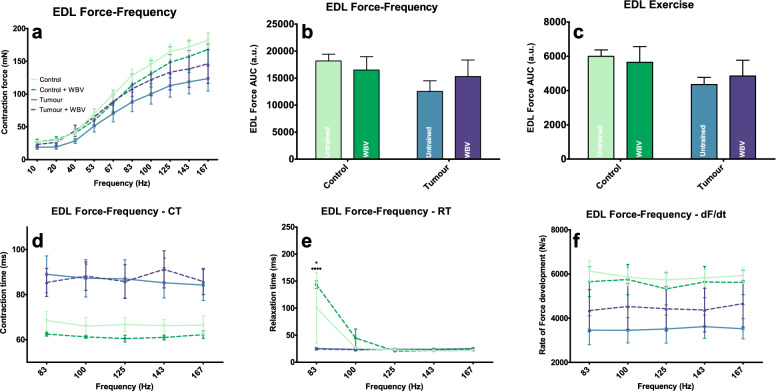
EDL ex-vivo muscle characteristics. Maximal tetanic force, at different stimulation frequencies (**a**) and area under the curve of the force-frequency (FF) relationship (**b**) and the exercise protocol (**c**). Contraction time (**d**), relaxation time (**e**) and rate of force development (**f**). Data represent mean ± SEM. Asterisks indicate significant differences between C and T and dots indicate significant differences between C + WBV and T + WBV. */ • and ****/ •••• indicate *p* < *0.05* and *p* < *0.001* respectively.

**Figure 4:**
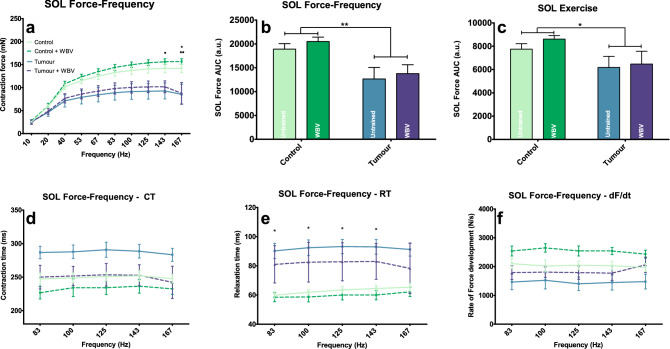
SOL ex-vivo muscle characteristics. Maximal tetanic force, at different stimulation frequencies (**a**) and area under the curve of the force-frequency relationship (**b**) and the exercise protocol (**c**]. Contraction time (**d**), relaxation time (**e**) and rate of force development (**f**). Data represent mean ± sem. Asterisks indicate significant differences between C and T and dots indicate significant differences between C + WBV and T + WBV. */ •, **/ ••and ***/ ••• indicate *p* < *0.05*, *p* < *0.01* and *p* < *0.005* respectively.

In the SOL the clearest training effect was in the contraction and relaxation time. The contraction time of the T + WBV group was similar to that of the C and C + WBV groups while that of the T group seemed slower than in the other groups (Fig. 4d). Also, only the T group showed significantly longer relaxation time compared to the C group, while the C + WBV and T + WBV groups did not significantly differ from each other (Fig. 4e).

To further investigate the difference in ex vivo outcomes in the SOL, an immunofluorescent staining to measure fibre properties was performed. No differences between groups were found in total fibre cross sectional area (CSA), type I fibre CSA or type II fibre CSA (Figures S5a–c). A tumour effect in fibre CSA ratio (type II/type I CSA) was found, which was decreased in tumour bearing mice (T and T + WBV) compared to control mice (C and C + WBV) indicating a heavier wasting in type II fibres (Fig. 5d,f).

**Figure 5:**
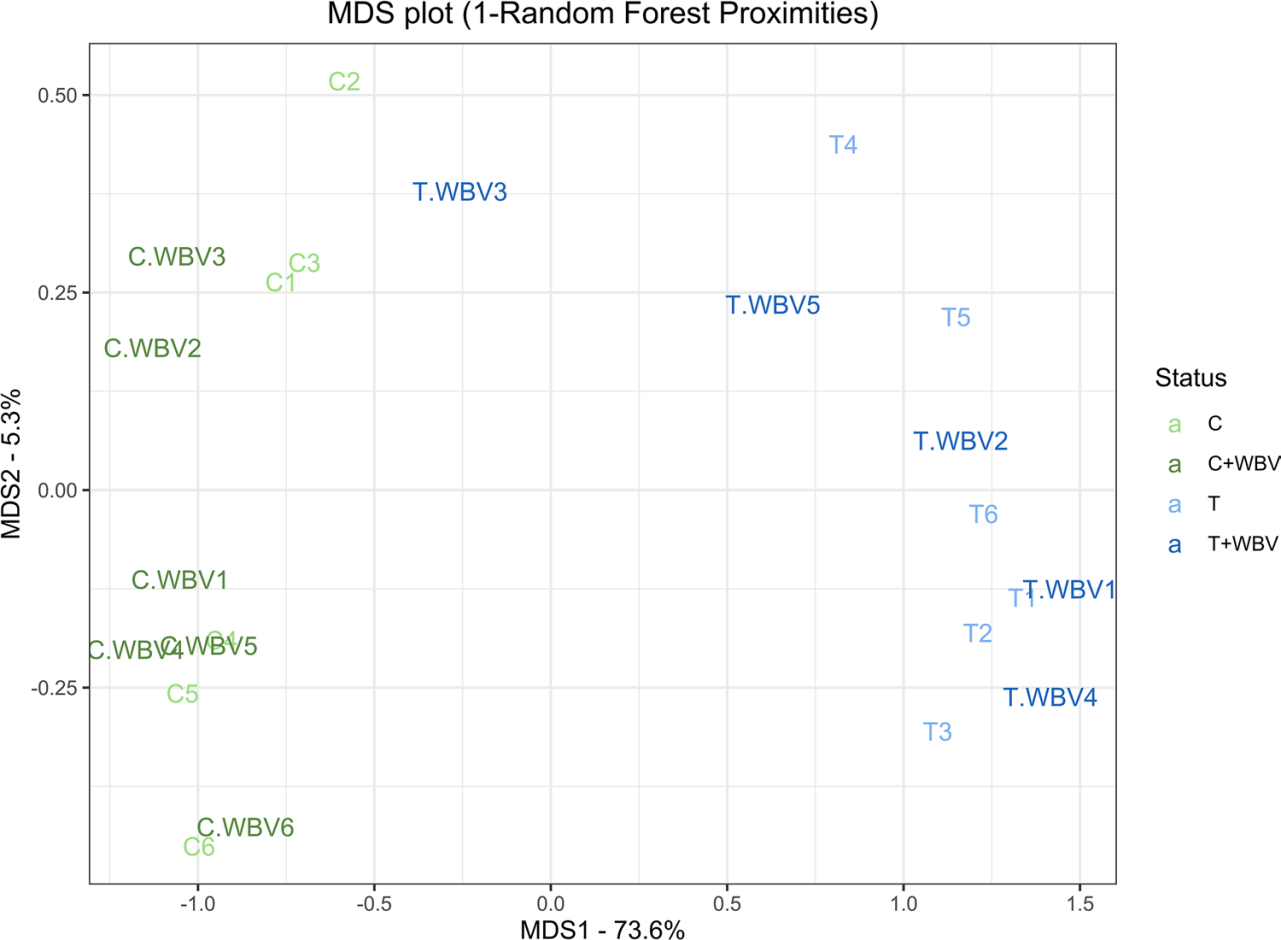
MDS plot (1 – Random Forest Proximities) using 63 variables. Green colour are the control groups and blue colour are the tumour groups, in both the darker colour represents the group with whole body vibration training (WBV).

#### Training in tumour bearing mice lowers AKT1 total protein expression

To assess mitochondrial biogenesis, gene and protein expression levels of *Sirt1*, *Ampk*, *Akt1*, and *Pgc1α* (*Ppargc1α*) were measured in m. gastrocnemius (Table 1). SIRT1, AMPK, and AKT1 are regulators of PGC1α, which is considered the key protein in mitochondrial biogenesis. Sirt1 mRNA expression was upregulated in the T and T + WBV groups. *Ampk* mRNA expression did not change, but total protein expression was significantly lower in the T and T + WBV groups. AKT1, a potentially negative regulator of PGC1α and indirect promotor of protein synthesis, was upregulated at transcript level in the T and T + WBV groups. The mRNA expression level of *Pgc1α* was increased in the tumour bearing mice (T and T + WBV). However, protein expression levels of PGC1α were not significantly changed. Interestingly, total protein expression of AKT1 was significantly decreased by WBV training in the tumour mice (T + WBV), bringing it down to the level of the control group (C).

**Table 1:** Relative gene and protein expression in m. gastrocnemius (mean ± SEM).

Expression	C	C+WBV	T	T+WBV	Statistics	
Pgc1α mRNA	1 ± 0.33	1.27 ± 0.28	3.34 ± 0.99	2.22 ± 0.25	*	Tumour
PGC1α Protein	1 ± 0.1	0.94 ± 0.18	0.79 ± 0.08	0.9 ± 0.1		
P-PGC1α Protein	1 ± 0.09	1.69 ± 0.63	0.62 ± 0.23	0.83 ± 0.27		
P-PGC1 α/PGC1α Protein	1 ± 0.09	2.05 ± 1.07	0.95 ± 0.39	0.85 ± 0.22		
Akt1 mRNA	1 ± 0.12	0.9 ± 0.08	4.04 ± 0.94	3.5 ± 0.58	****	Tumour
AKT1 Protein	1 ± 0.12	0.8 ± 0.13	1.34 ± 0.1	0.91 ± 0.11	*	Training
P-AKT1 Protein	1 ± 0.22	0.51 ± 0.11	1.16 ± 0.32	1.2 ± 0.63		
P-AKT1/AKT1 Protein	1 ± 0.13	64 ± 0.1	0.83 ± 0.18	1.39 ± 0.63		
Ampk mRNA	1 ± 0.14	1.06 ± 0.12	0.85 ± 0.12	1.04 ± 0.09		
AMPK Protein	1 ± 0.11	0.91 ± 0.15	0.27 ± 0.05	0.58 ± 0.17	***	Tumour
P-AMPK Protein	1 ± 0.51	0.64 ± 0.06	1.2 ± 0.54	0.62 ± 0.16		
P-AMPK/AMPK Protein	1 ± 0.44	0.88 ± 0.25	7.99 ± 5.6	1.24 ± 0.27		
Sirt1 mRNA	1 ± 0.2	1.18 ± 0.07	2.16 ± 0.24	1.93 ± 0.19	****	Tumour

Two-way ANOVA with factors Tumour, Training and Tumour–Training interaction and Bonferroni Post-Hoc analysis. Significant effects are represented with * *p* < *0.05*, ** *p* < *0.01*, *** *p* < *0.005*, and **** *p* < *0.001*.

#### No training effect observed when using advanced analysis methods

Next, a random forest and PCA analysis was performed on a combined dataset of all results described above which consists of 63 variables (Table S2). The random forest test is an ensemble learning method for classification, regression and other tasks that operates by constructing a multitude of decision trees. With this approach it is aimed to predict to which group the mice belong (C, C + WBV, T, or T + WBV). The Out of Bag (OOB) estimate of error rate is 73.91%, this means that 73.91% was not correctly classified by the random forest approach. The control mice (C and C + WBV) were not uniquely and correctly classified but rather dispersed in each other’s category which happened for the tumour mice (T and T + WBV) as well. This is also seen in the MDS plot (Fig. 5) in which these two distinct groups can be seen: tumour bearing mice versus the control mice, without any effect of WBV training.

Next, the scree plot of the PCA analysis (Figure S6) showed that principal component (PC) 1 explains 41% of the variance in this model. When PC1, PC2, PC3, and PC4 were all plotted against each other (Fig. 6) it is clear that only in the plots in which PC1 is involved there is a distinction between tumour bearing mice (T and T + WBV) and control mice (C and C + WBV) (Fig. 6a–c), again without effect of WBV training. When investigating the components in PC1 it was found that carcass weight, body mass, muscle mass, and body composition expressed as lean and fat mass, are the top 5 components. PC2, PC3 and PC4 are not able to make this separation between the groups (Fig. 6d–f).

**Figure 6:**
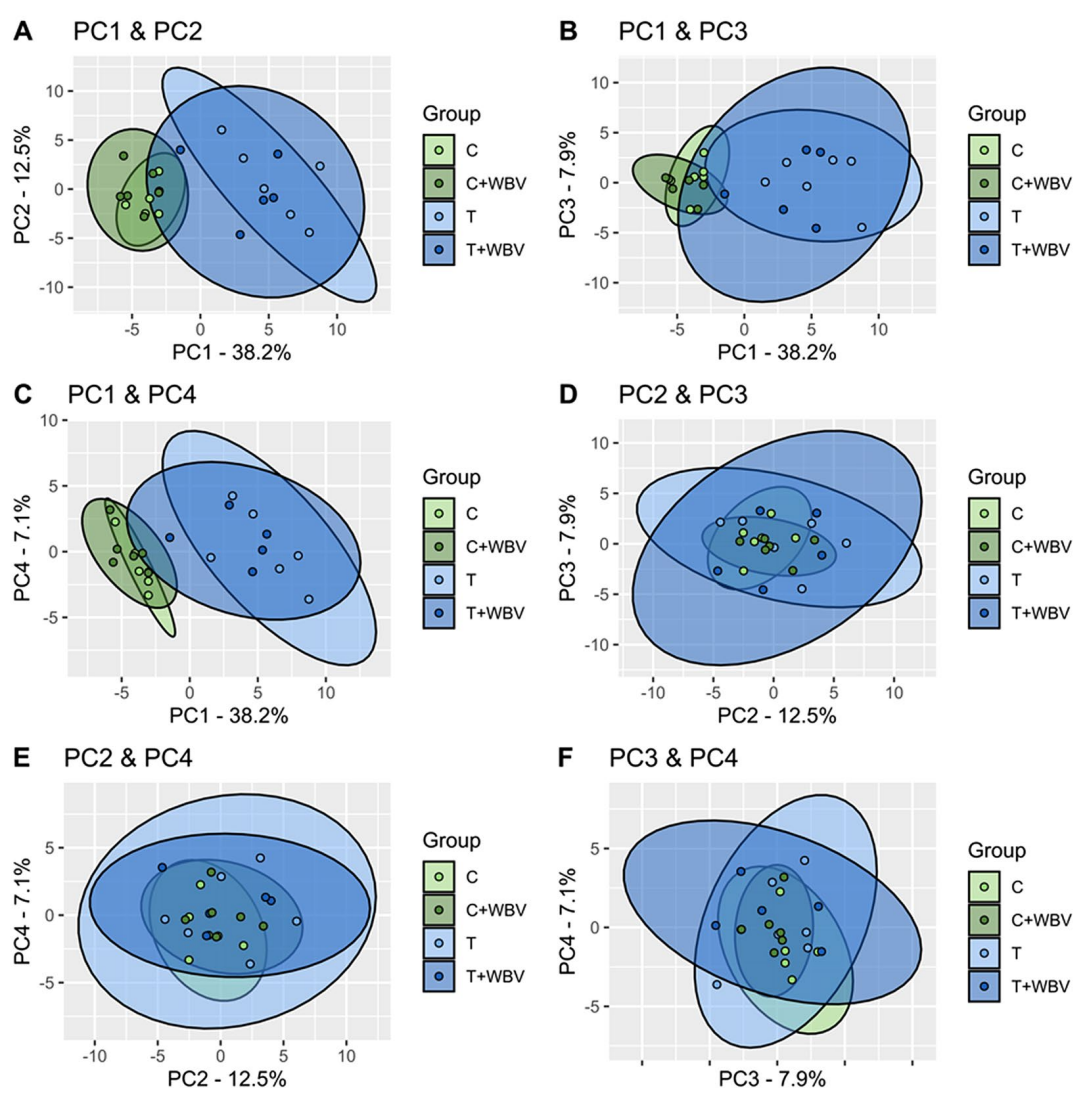
PCA analysis with 63 variables plotting the first four principle components against each other. Green colour are the control groups and blue colour are the tumour groups, in both the darker colour represents the group with whole body vibration training (WBV). PC1 vs PC2 (**A**), PC1 vs PC3 (**B**), PC1 vs PC4 (**C**), PC2 vs PC3 (**D**), PC2 vs PC4 (**E**) and PC3 vs PC4 (**F**).

#### Training attenuates tumour-induced effects on gene expression level in muscle tissue

The physiological experiments described above showed mainly a tumour effect (T and T + WBV). The effects of the whole-body vibration training were mild and only seen in soleus muscle to increase the contraction and relaxation speed and in gastrocnemius muscle to decrease the AKT1 total protein expression. These findings were not enough to make a distinction between the WBV trained and the non-trained mice using random forest analysis or PCA analysis. However, these minor changes contrast with what was observed in the muscle gene expression profiles of these mice and this can provide an indication of how these cells are counteracting the induced effects.

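Gene expression was measured on 58 GeneChip Mouse Gene 1.1 ST arrays, of which 23 held EDL, 23 SOL and 12 heart. EDL and SOL came from the same 23 mice, 6 C, 6 C + WBV, 6 T and 5 T + WBV. Heart came from 3 mice of each group. T is the C26 tumour without training, T + WBV the tumour with daily whole-body vibration, and C and C + WBV are the corresponding mice without a tumour. The authors background-corrected, quantile-normalized and summarized the probes with RMA, so the deposited values are log2 intensities, and the median of the arrays lay between 4.515 and 4.603. The deposited table holds the transcript clusters of the array's own annotation in place of the custom gene definition that the paper describes. The 21218 probe sets with exactly 1 gene symbol were averaged per symbol, which gave 18820 genes. Each tissue was fitted on its own in limma with the 4 groups as terms and a variance prior that follows the mean level (eBayes with trend). A gene counted as changed at an adjusted p under 0.01 (Benjamini-Hochberg over the 18820 genes), the threshold the paper states. The comparisons, the 29 gene lists and the rule for the genes that are named were set before the data were examined. Every log2 fold change is the first group named minus the second. The number of arrays, above all the 3 per group in heart, limits the precision of each value.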

In both EDL, SOL and heart samples, WBV training reduced the impact of the tumour on the muscle transcriptome. 

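Lcn2 and Ky were among the genes that changed most in T. Lcn2 encodes lipocalin 2, an acute phase protein that binds iron-carrying siderophores. In EDL its mean log2 level was 5.24 ± 0.64 in C (SD, n = 6), 10.72 ± 1.11 in T (n = 6) and 10.05 ± 2.17 in T + WBV (n = 5), and in heart 5.72 ± 0.40, 10.67 ± 0.08 and 9.66 ± 2.02 (n = 3 each). Ky encodes a muscle peptidase whose loss causes kyphoscoliosis in mice, and its level in EDL was 9.67 ± 0.17 in C, 5.54 ± 1.31 in T and 6.47 ± 1.75 in T + WBV. In heart Ky was at 6.35 ± 0.16 in C, 4.10 ± 0.16 in T and 5.66 ± 0.49 in T + WBV (n = 3 each). The difference in heart Ky between T + WBV and T was a log2 fold change of 1.56 (SE 0.19, adjusted p = 0.0205), and Rsad2, an antiviral gene induced by interferon, differed by 2.05 (SE 0.28, adjusted p = 0.0303). Both missed the threshold of 0.01, and no other gene of heart had an adjusted p under 0.05. In EDL the smallest adjusted p between T + WBV and T was 0.525, for Serpinb1a (0.76, SE 0.16), an inhibitor of neutrophil proteases, and in SOL 0.928, for Capsl (−0.46). Serpinb1a, Rsad2 and Capsl are named only because their p was among the smallest, and Ky in heart had the smallest of all. Directly between T + WBV and T, limma called 0 genes in EDL, 0 in SOL and 0 in heart, with 902, 939 and 1407 genes at an unadjusted p under 0.05. limma with 1 prior variance and the intensity-based moderated t-statistic also called 0 in each tissue, whereas a fit of all 58 arrays together called 7 in heart and 0 in EDL and SOL. In heart the count was 8 without T + WBV replicate 3, 5 without T replicate 1 and 1 without T + WBV replicate 2. The hearts have replicate numbers of their own, and heart T replicates 1, 2 and 3 are the mice numbered 4, 5 and 6 in EDL and SOL, heart T + WBV replicate 3 is number 4 there, and T + WBV replicates 1 and 2 are the same mice in each tissue. The paper states that training lessened the effect of the tumour on muscle gene expression. It reports fewer genes changed in T + WBV than in T against C (Fig. 7a,c,e) and a separation of the tumour-bearing groups by sPLS-DA (Fig. 8).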

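The response of all genes to the tumour, in which Lcn2 and Serpina3n rise and Ky and Col1a1 fall, was also summed into 1 score per mouse. The score is the projection of a mouse's difference from the mean of C onto the difference between the mean of all other tumour-bearing mice, trained and untrained alike, and the mean of C, so that 1 is the mean response of tumour-bearing mice. In EDL it was 1.09 ± 0.321 in T (SD, n = 6) and 0.847 ± 0.390 in T + WBV (n = 5), in SOL 1.06 ± 0.287 and 0.835 ± 0.358, and in heart 1.04 ± 0.0277 and 0.842 ± 0.408 (n = 3 each). The difference between T + WBV and T was −0.238 in EDL (exact two-sided permutation test, p = 0.320), −0.221 in SOL (p = 0.299) and −0.195 in heart (p = 0.7, where 3 mice against 3 allow no p under 0.1). None of the 3 passed, and each difference is smaller than the SD among T + WBV mice. T + WBV replicate 2, at 0.208 in EDL, 0.245 in SOL and 0.381 in heart, had the lowest score of its group in each tissue. Without this mouse the difference was −0.0750 in EDL, −0.0681 in SOL and 0.0269 in heart (exact permutation test, p = 0.7, 0.671 and 0.8). Without T replicate 3, the T mouse with the lowest score, it was −0.350 in EDL (exact permutation test, p = 0.0476). Among the 11 tumour-bearing mice the score was lower in mice of higher body mass at day 19, with Pearson r = −0.883 in EDL (permutation test, p = 0.00112, adjusted over the 2 tissues 0.00112; Spearman rho = −0.609, p = 0.0522) and −0.923 in SOL (p = 0.00017, adjusted 0.00034; rho = −0.864, p = 0.00101). Without the 2 mice farthest from the median body mass, T + WBV replicate 2 and T replicate 3, r was −0.456 in EDL (exact permutation test, p = 0.213) and −0.684 in SOL (p = 0.0431), so in EDL the relation rests on those 2 mice. Within the 6 T mice r was −0.869 in EDL and −0.807 in SOL (exact permutation test, p = 0.0986 and 0.0833). Spearman rho within these mice was weaker, −0.429 in EDL and −0.543 in SOL. No value was computed within the 5 T + WBV mice, since the design asked for at least 6.

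**Figure D1:**
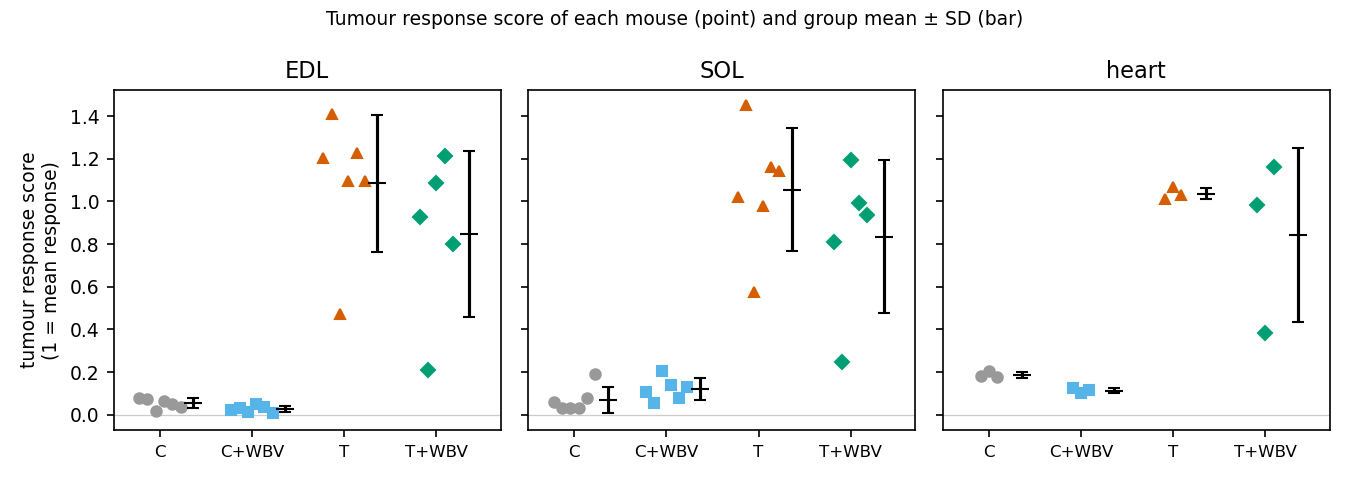
Tumour response score of each mouse by group in EDL, SOL and heart, with the group mean and SD as bars; 1 is the mean response of tumour-bearing mice. T + WBV mice spread from 0.208 to 1.21 in EDL, 0.245 to 1.19 in SOL and 0.381 to 1.16 in heart.

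**Figure D2:**
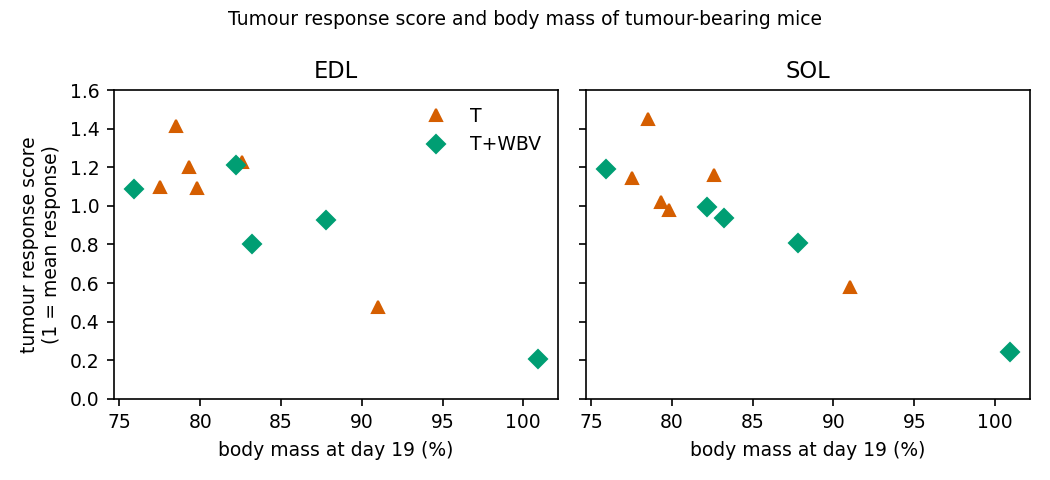
Tumour response score of the 11 tumour-bearing mice against body mass at day 19 (percent) in EDL and SOL, with T as triangles and T + WBV as diamonds. The mouse at 100.9% is T + WBV replicate 2.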

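Genes of the acute phase response were among the largest rises in T against C in all 3 tissues. Lcn2 rose by a log2 fold change of 5.49 (SE 0.62, adjusted p = 1.15e-06) in EDL, 4.32 (SE 0.42, adjusted p = 6.05e-07) in SOL and 4.95 (SE 0.64, adjusted p = 0.000447) in heart. Serpina3n, an acute phase inhibitor of serine proteases, rose by 5.36 (SE 0.40), 4.38 (SE 0.42) and 5.11 (SE 0.43). Of 31 measured genes of the acute phase and IL-6/STAT3 response, 19 were higher and 0 lower in EDL, 19 higher and 1 lower in SOL, and 16 higher and 0 lower in heart (adjusted over the list alone, 21 and 1, 21 and 2, and 19 and 0). The list as a whole ranked high among all genes, with normalized enrichment scores (NES, fgsea) of 2.63, 2.73 and 2.76 and adjusted p = 0.000586, 0.000792 and 0.00064, the smallest that 10000 permutations can give here. With an estimated correlation between genes (camera), adjusted p = 0.0405 in EDL, 0.0424 in SOL and 0.324 in heart. Neutrophil markers ranked high in T as well (NES 1.71, 2.15 and 2.03), calls that were lost with an estimated correlation. Whether neutrophils contribute to the rise of the acute phase genes was not tested.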

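Most ubiquitin ligase and atrophy genes passed as higher in EDL and SOL of T. Fewer passed in heart, which has fewer arrays, and Trim63 and Fbxo32 did not pass there. The difference between tissues was not tested for this list. With an estimated correlation the list lost its call in each tissue (adjusted p = 0.0894, 0.0656 and 0.326). Among its largest rises, Mt2, a metallothionein, rose by a log2 fold change of 3.95 (SE 0.42) in EDL and 3.53 (SE 0.39) in heart, and Ddit4, an inhibitor of mTORC1 signalling, by 3.43 (SE 0.40) in EDL and 3.04 (SE 0.39) in SOL. Of its 26 measured genes, 21 were higher and 1 lower in EDL, 17 and 0 in SOL, and 9 and 0 in heart (adjusted over the list alone, 22 and 1, 17 and 1, and 11 and 3). Its NES was 2.62, 2.80 and 2.21. Genes of the extracellular matrix fell in the skeletal muscles, with 16 of 32 lower and 2 higher in EDL and 21 lower and 2 higher in SOL (adjusted over the list alone, 17 and 2, and 21 and 2; NES −2.01 and −2.33, with an estimated correlation adjusted p = 0.340 and 0.186). Col1a1, the main chain of type I collagen, fell by 3.41 (SE 0.47) in EDL and 3.72 (SE 0.48) in SOL, and Kera, the matrix proteoglycan keratocan, by 3.26 (SE 0.54) and 4.43 (SE 0.49). In heart, 6 genes of this list were lower and 3 higher (8 and 4 adjusted over the list alone), and the list did not pass (NES −1.35, adjusted p = 0.121; 0.0203 without heart T replicate 1). The largest falls in heart were those of Aplnr, the apelin receptor (−2.91, SE 0.36), and of Prnd, which encodes the prion-like protein doppel (−2.86, SE 0.23).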

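Over all genes, T against C changed 4209 genes in EDL (2020 higher, 2189 lower), 2581 in SOL (952 higher, 1629 lower) and 1081 in heart (509 higher, 572 lower) by limma. T + WBV against C changed 2081 in EDL (1011 higher, 1070 lower), 879 in SOL (379 higher, 500 lower) and 277 in heart (188 higher, 89 lower). Of the changed genes, 693, 481 and 305 moved more than 2-fold in T against C, and 367, 228 and 115 in T + WBV against C. Among them in both comparisons of EDL stood Cxcl13, a chemokine for B cells, at a mean log2 level of 4.27 ± 0.39 in C, 8.43 ± 1.05 in T and 7.91 ± 1.31 in T + WBV. In SOL, Cxcl13 stood at 4.46 ± 0.34, 9.05 ± 1.23 and 8.72 ± 2.13. In EDL, 5977 genes had an unadjusted p under 0.05 in T + WBV against C and 7277 in T against C, in SOL 4649 and 6083, and in heart 3968 and 4979. The counts of T + WBV against C depended on single mice. Without T + WBV replicate 2, the mouse at 100.9% of body mass, they were 3191 in EDL, 1643 in SOL and 1661 in heart. In heart this is more than the 1081 of T against C, but the fit of the latter still held this mouse. In EDL the count was 1362 without T + WBV replicate 1, 1329 without replicate 3 and 1026 without replicate 4. In SOL it was 565 without T + WBV replicate 1, 330 without replicate 3, 419 without replicate 4 and 477 without replicate 5, and 583, 549 and 582 without C replicates 1, 3 and 4. In heart it was 34 without heart T + WBV replicate 1 and 83 without heart replicate 3, and 85, 70 and 118 without heart C replicates 1, 2 and 3. The counts of T + WBV against C also depended on the fit. With only the 2 groups compared they were 1337 in EDL and 11 in heart, with 1 prior variance 126 in heart, and in SOL 1550 with all 58 arrays in 1 fit and 1674 with the mouse as a random block. With each probe set as its own feature, an alternative chosen after seeing the data, 32 changed in heart. The counts of T against C stayed within 1.5 times in EDL and SOL. In heart they were 644 with 1 prior variance, 638 with all arrays in 1 fit, 695 with the mouse as a random block and 531 with each probe set as its own feature, and 694, 368 and 435 without heart T replicates 1, 2 and 3 and 503, 540 and 490 without heart C replicates 1, 2 and 3.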

Importantly, fewer genes were significantly changed in the T + WBV group in all muscle tissues than in the T group when comparing each of these groups to the C group (Fig. 7 a,c,e). However, the direction of the change in gene expression was very similar in tumour mice (T and T + WBV) with clear correlations between the log-ratio of all genes (Pearson r of 0.94 [EDL], 0.89 [SOL] and 0.85 [Heart]) Fig. 7b,d,f). Moreover, the magnitude of change in gene expression was similar in all tissues where the slope of a linear regression fit was between 0.72 and 0.77 in all tissues. This means that the genes that significantly changed in both the T + WBV and T groups do this along the same line and to a similar degree.

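The genes with the largest tumour response moved the same way in T + WBV as in T. Nrep, a gene of growing and regenerating tissue, had a mean log2 level in EDL of 8.76 ± 0.20 in C (SD, n = 6), 5.13 ± 0.76 in T (n = 6) and 5.95 ± 0.98 in T + WBV (n = 5). Tnmd, the tendon protein tenomodulin, in SOL was at 9.51 ± 0.49, 5.39 ± 0.81 and 6.54 ± 1.70. Apod, the lipid carrier apolipoprotein D, in heart was at 7.22 ± 0.20, 11.25 ± 0.26 and 10.20 ± 1.28 (n = 3 each). Of the genes changed in T against C, 4207 of 4209 in EDL (99.95%), 2581 of 2581 in SOL (100%) and 1076 of 1081 in heart (99.54%) had a log2 fold change of the same sign in T + WBV against C. Choosing genes by their change in T, with the C mice shared, can itself raise this share, for which no value without change was computed. Across all 18820 genes, Pearson r between the log2 fold changes of T against C and of T + WBV against C was 0.944 in EDL, 0.902 in SOL and 0.859 in heart, and genes are not independent replicates. Both comparisons use the same C mice, and simulated groups without any change gave r of 0.475, 0.477 and 0.498 through these controls alone. The covariance of the log2 fold changes was 0.142, 0.111 and 0.0883, against 0.00902, 0.0118 and 0.0127 in the simulated groups. With the 6 C mice split so that each comparison had 3 of its own, r was 0.859 in EDL (0.843 to 0.873 over 20 splits) and 0.797 in SOL (0.7335 to 0.8291). The 3 C hearts were not split. With T + WBV compared with C + WBV in place of C, so that no control mice are shared, r was 0.907 in EDL, 0.810 in SOL and 0.749 in heart.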

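Il6ra, Cdkn1a and Srpx were chosen for their large rise in T, so that a smaller rise in T + WBV follows in part from that choice, and none of them differed between T + WBV and T by limma (adjusted p = 0.868 in EDL, 0.928 in SOL and 0.811 in heart). Il6ra, the receptor for interleukin 6, had a mean log2 level in EDL of 5.84 ± 0.21 in C (SD, n = 6), 8.96 ± 0.59 in T (n = 6) and 8.33 ± 1.15 in T + WBV (n = 5). Cdkn1a, an inhibitor of the cell cycle, was in SOL at 7.38 ± 0.41, 10.07 ± 0.62 and 9.24 ± 0.88. Srpx, a secreted protein with sushi repeats, was in heart at 5.42 ± 0.29, 8.55 ± 0.10 and 8.23 ± 0.68 (n = 3 each). The slope of the log2 fold changes of T + WBV against C on those of T against C, over all genes by ordinary least squares, was 0.766 in EDL, 0.753 in SOL and 0.727 in heart. Groups simulated without any change gave slopes of 0.498, 0.501 and 0.498 through the shared C mice, and the split controls gave 0.703 in EDL (0.669 to 0.724) and 0.672 in SOL (0.589 to 0.730). With T + WBV compared with C + WBV, the slope was 0.746, 0.652 and 0.633. Other estimators gave higher values. The first principal axis gave 0.801, 0.818 and 0.823, the inverse regression 0.859, 0.924 and 0.984, and a slope with noise and shared controls removed, added once the data were in hand, 0.795, 0.801 and 0.787. Computed for 1 T + WBV mouse at a time, the slope was 0.766 ± 0.346 in EDL (SD, n = 5), 0.753 ± 0.314 in SOL (SD, n = 5) and 0.727 ± 0.324 in heart (SD, n = 3). T + WBV replicate 2 had slopes of 0.196, 0.231 and 0.361, the lowest of its group in each tissue. The other T + WBV mice lay between 0.733 and 1.08 in EDL, 0.732 and 1.06 in SOL, and 0.841 and 0.978 in heart. Of the untrained T mice, replicate 3 had the lowest slopes, 0.381 in EDL and 0.482 in SOL. The other T mice lay between 0.967 and 1.29 in EDL and 0.833 and 1.33 in SOL. In heart the T mice lay between 0.817 and 0.927.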

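Slc39a14, a transporter of zinc and other metals, was among the genes changed both in T and in T + WBV against C in the skeletal muscles. Its mean log2 level in EDL was 5.80 ± 0.32 in C (SD, n = 6), 9.06 ± 1.16 in T (n = 6) and 8.13 ± 1.54 in T + WBV (n = 5), and in SOL 6.08 ± 0.09, 9.12 ± 0.84 and 8.50 ± 1.23. Itgb6, a subunit of an integrin that activates TGF-β, was at 8.39 ± 0.14, 5.17 ± 0.99 and 6.06 ± 1.09 in EDL. In EDL, 2004 genes changed in both comparisons (963 higher, 1041 lower), 2205 in T alone and 77 in T + WBV alone. In SOL these were 847 (359 higher, 488 lower), 1734 and 32, and in heart 243 (165 higher, 78 lower), 838 and 34. Each gene changed in both comparisons had the same direction in both. Independent lists of these sizes would share 109 higher and 125 lower genes in EDL, 19.2 and 43.3 in SOL and 5.09 and 2.71 in heart, but the 2 comparisons share their C mice and are not independent. Of the genes changed in T alone, 0 differed directly between T + WBV and T by limma in each tissue. The median size of the log2 fold change of the genes changed in T was 0.58 in T and 0.44 in T + WBV in EDL, 0.63 and 0.48 in SOL, and 0.73 and 0.54 in heart. The size was smaller in T + WBV for 3912 of the 4209 genes in EDL, 2359 of 2581 in SOL and 981 of 1081 in heart. These genes were selected for their change in T, which by itself makes the size in T larger.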

**Figure 7:**
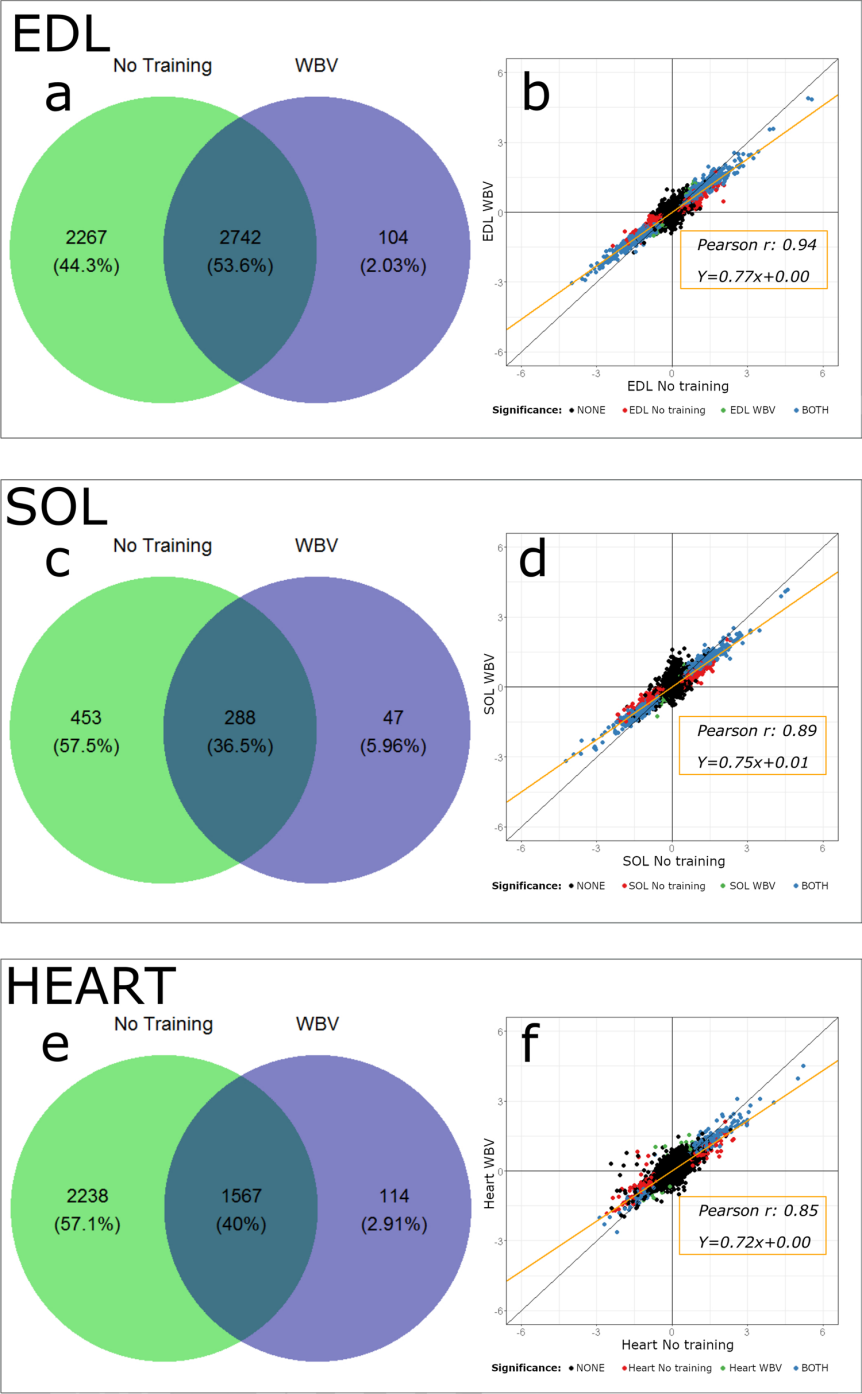
Microarray results showing the comparison of C with T and T + WBV group for three different tissues: EDL (**a,b**), SOL (**c,d**), and heart (**e,f**). Venn diagrams (**a,c,e**) display number of genes with q < 0.01 in T (green) and WBV (blue) mice. Scatter plots (**b,d,f**) show a correlation and linear regression of log-ratio of all genes from T + WBV (y-axis) and T (x-axis) compared to C mice with colors indicating significance.

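Each tissue was entered into a sparse partial least squares discriminant analysis (sPLS-DA in mixOmics) with the 4 groups C, C + WBV, T and T + WBV as classes, 2 components, 50 genes per component and all 18820 genes scaled to unit variance. The variance explained is the share of the variance of all genes. The signs of the components are arbitrary. The method picks its genes to separate the classes, so a separation of the arrays it was fitted to was compared with that of mice left out of the fit.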

Subsequently, it was tested if groups could be separated based on gene expression using a sPLS-DA with two components and a maximum of 50 genes per component (Fig. 8). 

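Osmr, a receptor chain for oncostatin M, had the largest loading on the first component in both skeletal muscles. In EDL the largest loadings were those of Osmr (0.421), Stat3 (0.344), the transcription factor downstream of IL-6, Serpina3n (0.281), and the membrane proteins Tmem176b (0.271) and Tmem176a (0.236). In SOL they were Osmr (0.307), Il4ra (0.287), the receptor for interleukin 4, Fetub (0.276), Lrg1 (0.259), a secreted glycoprotein, and Frzb (−0.232), an inhibitor of Wnt signalling, and in heart Chn1 (−0.283), F13a1 (0.270), a coagulation factor subunit, and Srpx (0.268). Of the 50 genes of each tissue, 6 were shared by EDL, SOL and heart, namely Entpd1, Gda, Ifi205, Mt2, Osmr and Serpina3n. EDL and SOL shared 16 more, EDL and heart 3, and SOL and heart 0. The genes shared by all tissues numbered 2 without T replicate 6, 3 without T replicate 3 and 3 without T + WBV replicate 1 or 4. The component explained 26.5% of the variance in EDL, 21.0% in SOL and 26.4% in heart. Without scaling of the genes it explained 52.0, 35.8 and 46.7%. Mean scores in EDL were 5.64 ± 0.967 in T (SD, n = 6) and 5.00 ± 2.24 in T + WBV (n = 5) against −4.87 ± 0.443 in C and −4.94 ± 0.186 in C + WBV (n = 6 each). In SOL and heart T stood at 5.94 ± 1.55 and 6.12 ± 0.571, and T + WBV at 4.97 ± 2.89 and 4.82 ± 2.07. In each tissue the scores of tumour-bearing and control mice did not overlap.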

Here it was noticed that the tumour effect (T and T + WBV) was very distinctly explaining 21–26% of variance (Fig. 8a–c) with some common genes in the first component (Fig. 8d). 

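On the second component T and T + WBV stood on opposite sides in EDL and SOL. In EDL the mean score was 3.74 ± 1.42 in T (SD, n = 6) and −4.89 ± 0.577 in T + WBV (n = 5). In SOL it was 3.91 ± 1.18 in T and −5.17 ± 0.597 in T + WBV. The groups did not overlap in either muscle. Serpinb1a, the gene with the largest loading on this component in EDL (−0.373), was also the gene with the smallest p between T + WBV and T in that muscle, and Capsl had the largest loading in SOL (0.415). The component explained 3.81% of the variance in EDL and 4.73% in SOL (8.97% in SOL without scaling of the genes).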

The second component separated groups based on WBV training. 

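C and C + WBV lay closer together on the second component than T and T + WBV, although this difference in distance was not tested. In EDL the mean score was 2.26 ± 0.481 in C and −1.93 ± 1.09 in C + WBV (SD, n = 6 each), without overlap. In SOL it was −1.13 ± 1.38 and 1.53 ± 1.15, with overlap. In heart it was −1.22 ± 1.28 and 1.98 ± 0.546 (SD, n = 3 each), without overlap. The direction from untrained to trained was the same for control and tumour-bearing mice in EDL, and opposite in SOL and heart.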

For all tissues, tumour bearing mice (T and T + WBV) were separated in trained and untrained where for the control mice (C and C + WBV) only in EDL the groups were separated. This indicates that there was a WBV training effect in the T and T + WBV groups, whereas there was little to no training effect in the C and C + WBV groups on the level of gene expression. 

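No gene reached the threshold between C + WBV and C, and the genes with the smallest p there were Tnfsf8 (log2 fold change −0.46) and Sox11 (−0.45) in EDL, Tnfrsf17 (0.66) and Tesmin (−0.58) in SOL and H2bc18 (0.67) and Olfr910 (0.61) in heart, all at an adjusted p of 0.9997 or above. Tnfsf8 and Tnfrsf17 belong to the tumour necrosis factor ligand and receptor families, and Sox11 is a developmental transcription factor. limma called 0 genes between C + WBV and C in EDL, 0 in SOL and 0 in heart, with 627, 598 and 625 at an unadjusted p under 0.05. The interaction of tumour and training, which tests whether training acts differently in T than in C, also had 0 genes in each tissue, with 596, 838 and 1105 at an unadjusted p under 0.05. The nearest were Bmp8b, a bone morphogenetic protein (0.79, adjusted p = 0.982) in EDL, Emilin1, an elastic fibre glycoprotein (0.74, adjusted p = 0.986) in SOL and Grtp1 (1.02, adjusted p = 0.320) in heart. limma with 1 prior variance and the intensity-based moderated t-statistic called 0 in all of these, and a fit of all 58 arrays together called 3 in the interaction in heart. All 9 are the genes with the smallest p of their comparison and none of them passed. When each mouse in turn was left out and then placed by the sPLS-DA of the others, 1 of 11 tumour-bearing mice was placed in its own training group in EDL, 2 of 11 in SOL and 2 of 6 in heart. The number depended on the settings. Without scaling of the genes it was 6 of 11 in EDL and 7 of 11 in SOL, with T and T + WBV only 1 of 11 and 8 of 11, with 25 genes per component 3 and 4, and with 100 genes 2 and 2. Of the control mice, 7 of 12 were placed in their own training group in EDL (4 of 12 with 100 genes), 4 of 12 in SOL and 3 of 6 in heart.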

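In heart the second component rested on Olfr804, an olfactory receptor (loading 0.309), Vkorc1, the vitamin K epoxide reductase (−0.290), and Cd24a, a surface glycoprotein (−0.272). The mean score was 6.23 ± 1.22 in T and −7.00 ± 0.290 in T + WBV (SD, n = 3 each), without overlap. The component explained 8.98% of the variance in heart, and 9.11 to 10.3% when each heart array in turn was left out. Without scaling of the genes it explained 7.34%. Neither Cd24a nor Slc4a1, the erythrocyte anion exchanger (−0.252), reached an adjusted p under 0.05 between T + WBV and T by limma. The erythroid markers, 4 genes of red blood cells of which Slc4a1 and Bpgm (−0.138) are among the 50 genes of this component, ranked high in heart of T + WBV against T (NES 1.72, adjusted p = 0.00645, and 0.0651 with an estimated correlation; fry adjusted p = 0.0144). The distance between T and T + WBV was not tested between tissues.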

The clearest separation based on WBV training was visible in the cardiac tissue with 9% explained variance. 

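The 50 genes of the second component had no member in common between any pair of EDL, SOL and heart. In EDL the genes with the largest loadings after Serpinb1a were S100a5, a calcium-binding protein (0.350), Tmco5 (−0.285) and Aldh3b2, an aldehyde dehydrogenase (0.250). In SOL the genes after Capsl were Tor4a (−0.367), Stpg1 (0.270) and Alx1, a homeobox transcription factor (0.234). In heart Grtp1 (−0.272) followed Cd24a. The number of genes shared by at least 2 tissues was 0 with all mice, 2 without T replicate 2 or without T + WBV replicate 2, and 1 without T replicate 1, 4, 5 or 6 or without T + WBV replicate 5.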

No commonalities were found in the genes driving this training effect in the three different muscle tissues (Fig. 8e).

**Figure 8:**
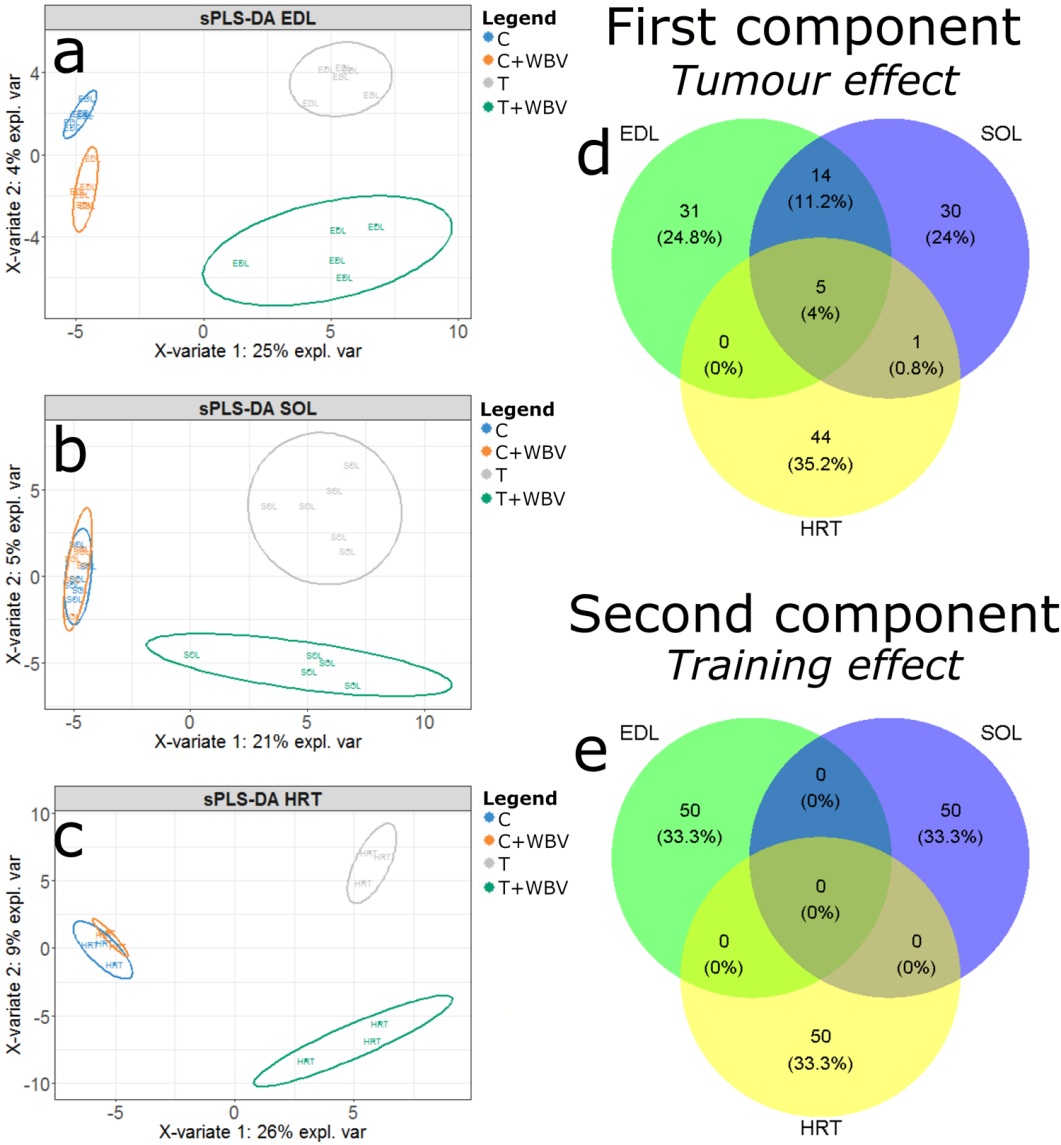
Microarray results showing a partial least squares discriminant analysis of all four groups with two components and 50 genes per component. sPLS-DA is performed per tissue, EDL (**a**), SOL (**b**) and heart [HRT] (**c**). Venn diagrams display genes per tissue in component 1 (**d**) and 2 (**e**).

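Proteasome subunits rose in EDL and in part in SOL of T mice. Psmd8 and Psmd4, subunits of the regulatory particle, rose in T against C by a log2 fold change of 1.07 (SE 0.20) and 1.07 (SE 0.17) in EDL and 0.76 (SE 0.10) and 0.73 (SE 0.11) in SOL. Of 41 measured proteasome genes, 25 were higher and 5 lower in EDL, 9 higher and 2 lower in SOL, and 1 higher and 2 lower in heart (adjusted over the list alone, 28 and 5, 13 and 3, and 3 and 6). The list ranked high in EDL (NES 2.24, adjusted p = 0.000586) and SOL (NES 1.97, adjusted p = 0.000792) and low in heart (NES −1.66, adjusted p = 0.0123; 0.0503 without heart T replicate 3, the mouse numbered 6 in EDL and SOL). With an estimated correlation adjusted p = 0.265, 0.345 and 0.346. In T + WBV against C, 17 were higher and 3 lower in EDL (23 and 5 adjusted over the list alone; NES 2.26, adjusted p = 0.000509, and 0.278 with an estimated correlation). In heart of T + WBV, 0 genes of the list changed by limma (0 also adjusted over the list alone), and the list ranked low (NES −1.64, adjusted p = 0.0175, and 0.36 with an estimated correlation), a call that ended without heart T + WBV replicate 3 (0.0614), without heart C replicate 3 (0.0568), with fry (0.0626) and after a second quantile normalization (0.0624). For RNA transport, a list of 88 genes of the nuclear pore, RNA export and translation initiation was used. Eif4a1, a helicase of translation initiation, rose by 0.67 (SE 0.10) in EDL and 0.50 (SE 0.10) in SOL of T, and Eif4e, which binds the mRNA cap, fell by 0.70 (SE 0.12) and 0.61 (SE 0.12). In T, 30 genes were higher and 4 lower in EDL, 13 and 3 in SOL, and 3 and 0 in heart (adjusted over the list alone, 32 and 5, 18 and 3, and 3 and 0; NES 2.24, 1.93 and 1.72, adjusted p = 0.000586, 0.000828 and 0.00200, and with an estimated correlation adjusted p = 0.201, 0.186 and 0.335). In T + WBV, 12 were higher and 1 lower in EDL and 1 and 0 in SOL (17 and 1, and 1 and 0, adjusted over the list alone; NES 2.31 and 1.99, with an estimated correlation adjusted p = 0.175 and 0.161), and in heart 0 changed by limma and the list did not pass (NES 0.938, adjusted p = 0.596). The KEGG gene sets of the paper were not used here, and these lists cover the same processes.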

GSEA shows that the proteasome and RNA transport pathways are the most abundantly upregulated pathways for skeletal muscle with no significant regulation in heart muscle in the T and T + WBV groups (figure S7). The complement and coagulation cascades are the most abundantly upregulated pathway in all three muscle tissues, with it being upregulated in the T + WBV group in EDL and heart, while for soleus it was upregulated in both groups (T and T + WBV). 

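Genes of complement and coagulation ranked high in T and in T + WBV in each tissue by fgsea, but with an estimated correlation the list passed in none (adjusted p = 0.225, 0.203 and 0.324 in T and 0.175, 0.151 and 0.274 in T + WBV in EDL, SOL and heart). C1qc, a chain of the first complement component, rose by a log2 fold change of 1.04 (SE 0.16) in EDL of T against C, Procr, the receptor of protein C, by 0.90 (SE 0.14) in EDL and 0.88 (SE 0.20) in SOL, Vsig4, a complement receptor of macrophages, by 1.19 (SE 0.25) in SOL and 1.42 (SE 0.22) in heart, and F13a1 by 1.38 (SE 0.12) in heart. Of 62 measured genes, 11 were higher and 2 lower in EDL of T, 4 and 2 in SOL and 15 and 2 in heart, each the same when adjusted over the list alone. In T + WBV against C, 13 were higher and 0 lower in EDL, 3 and 1 in SOL and 9 and 1 in heart (13 and 0, 4 and 1, and 13 and 1 adjusted over the list alone). The list ranked high in T in EDL (NES 1.78, adjusted p = 0.00127), SOL (NES 1.64, adjusted p = 0.00626; 0.0564 without T replicate 4) and heart (NES 2.34, adjusted p = 0.00064). In T + WBV its NES was 2.19 in EDL, 1.99 in SOL and 2.50 in heart. The mean log2 change of the list per mouse was 0.163 ± 0.0654 in T (SD, n = 6) and 0.203 ± 0.0954 in T + WBV (n = 5) in EDL, 0.129 and 0.186 in SOL, and 0.252 and 0.288 in heart. It was above C in both groups in EDL (exact permutation test, adjusted p = 0.0130 for each) and in SOL (adjusted p = 0.0195 in T and 0.0173 in T + WBV). In SOL of T that call was lost with only members above the median level (0.110, adjusted p = 0.534). In heart neither group could pass, as 3 mice against 3 allow no p under 0.1 (exact permutation test, p = 0.1 and adjusted p = 0.171 for each). All 3 T hearts and all 3 T + WBV hearts lay above every C heart. Macrophage and monocyte markers ranked high in EDL and heart of T as well, and C1qc, Vsig4 and F13a1 are also expressed by macrophages. Of the 15 markers, 5 were higher in EDL, 0 in SOL and 5 in heart, and 0 lower (5, 0 and 6 adjusted over the list alone; NES 1.92, 0.883 and 2.06, adjusted p = 0.000868, 0.692 and 0.00064, with an estimated correlation adjusted p = 0.265 in EDL and 0.335 in heart).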

While thermogenesis and oxidative phosphorylation pathways are the most abundant pathways being down regulated in EDL, SOL and heart tissue in the T and T + WBV groups. 

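Genes of the respiratory chain fell together in EDL of T mice. Cox7a1, a cytochrome c oxidase subunit, fell by a log2 change of 1.09 (SE 0.18) in EDL and 0.80 (SE 0.17) in SOL, and Ndufs1, a complex I subunit, by 1.00 (SE 0.15) and 0.84 (SE 0.16). Of 76 oxidative phosphorylation genes, 69 were lower in EDL of T against C, 24 in SOL and 13 in heart, and 0 were higher in any of the 3 (adjusted over the list alone, 70, 40 and 25 lower and 0 higher). In T + WBV against C, 44 were lower in EDL, 6 in SOL and 1 in heart, and 0 higher (65, 27 and 12 lower and 0 higher adjusted over the list alone). The list ranked low in T (NES −3.28, −2.54 and −2.93; with an estimated correlation adjusted p = 0.201, 0.341 and 0.324) and in T + WBV (NES −3.37, −2.92 and −3.08; with an estimated correlation adjusted p = 0.179, 0.244 and 0.282). Its mean log2 change per mouse in EDL was −0.544 ± 0.213 in T (SD, n = 6) and −0.390 ± 0.184 in T + WBV (n = 5), each below C (exact permutation test, adjusted p = 0.0130 for each) and not separable from each other (difference 0.154, p = 0.234). For thermogenesis, 36 genes outside the respiratory chain were used, and they moved both ways. Pnpla2, a triglyceride lipase, rose by 1.13 (SE 0.15) in EDL of T, Prkg1, a cGMP-dependent kinase, fell by 0.83 (SE 0.15) in EDL and 1.23 (SE 0.22) in SOL, and Cpt1a, which brings fatty acids into mitochondria, fell by 1.17 (SE 0.25) in SOL. In T, 6 were higher and 7 lower in EDL, 2 and 6 in SOL, and 0 and 1 in heart, each the same when adjusted over the list alone, and the list did not pass (NES −0.895, −1.13 and −1.03, adjusted p = 0.687, 0.370 and 0.436). In T + WBV, 3 were higher and 1 lower in EDL, 2 and 3 in SOL, and 0 changed in heart by limma (4 and 2, 2 and 4, and 0 adjusted over the list alone; NES 0.961, −1.23 and −0.918, adjusted p = 0.557, 0.217 and 0.596). The sign of the thermogenesis list in EDL differs between tests, as camera gave the opposite one in T (adjusted p = 0.998).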

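In SOL of T + WBV, 3 of the 41 proteasome genes were higher and 1 lower than in C (4 and 1 adjusted over the list alone), and the list ranked high (NES 1.52, adjusted p = 0.0358, and 0.532 with an estimated correlation). That call ended without T + WBV replicate 4 (adjusted p = 0.138) or 5 (0.140), without C replicate 1 (0.0526) or 2 (0.0706), and with fry (0.274). The mean log2 level of Psmd8 in SOL was 8.81 ± 0.09 in C (SD, n = 6), 9.57 ± 0.24 in T (n = 6) and 9.32 ± 0.26 in T + WBV (n = 5), and in EDL 8.89 ± 0.16, 9.96 ± 0.58 and 9.75 ± 0.52. Psma7, a subunit of the core particle, was in EDL at 8.98 ± 0.09, 10.13 ± 0.51 and 9.96 ± 0.55. The mean log2 change of the whole list per mouse was 0.106 ± 0.105 in T and 0.0514 ± 0.0898 in T + WBV in SOL, and 0.316 ± 0.197 and 0.270 ± 0.178 in EDL. Against C these gave adjusted p = 0.0519 in T and 0.430 in T + WBV in SOL, and 0.0519 in each group in EDL (exact two-sided permutation test, adjusted over 12 tests of the list). With the median over the members the value of T in SOL was 0.173 and passed (adjusted p = 0.0433). In SOL the value of T was 0.0641 without T replicate 1, and its adjusted p was 0.0433 without T replicate 2 or 3, and in EDL it was 0.0260 without T replicate 3. The value of T + WBV in SOL ran from 0.0263 without T + WBV replicate 4 to 0.0763 without T + WBV replicate 1. T + WBV and T differed by −0.0542 in SOL and −0.0459 in EDL (exact permutation test, p = 0.416 and 0.688). Without T replicate 1 the difference in SOL was −0.0127, and without T + WBV replicate 2 that in EDL was 0.0280. Between T + WBV and T the list ranked low in SOL (NES −1.92, adjusted p = 0.00720, and 0.673 with an estimated correlation), which ended without T replicate 1 (0.420) or T + WBV replicate 1 (0.210) and with fry (0.684). In EDL it did not pass (NES −1.36, adjusted p = 0.125), but passed without T replicate 3 (0.000711) or 6 (0.00129) or T + WBV replicate 4 (0.00411) or 5 (0.00424), and changed sign without T replicate 2 (0.998) or T + WBV replicate 2 (0.325). Whether training acted differently on the proteasome list in SOL and EDL was tested within mice, where SOL minus EDL was −0.210 ± 0.182 in T and −0.218 ± 0.130 in T + WBV, a difference of −0.00829 (exact permutation test, p = 0.939). That difference was above 0 without any 1 of T replicates 1, 3 and 6 or of T + WBV replicates 1, 3, 4 and 5, and ranged from −0.0658 without T + WBV replicate 2 to 0.0399 without T replicate 3.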

The WBV prevented the upregulation of the proteasome pathway in the SOL of the T + WBV group but not in the EDL.

## Discussion

As it was hypothesized, WBV might be able to attenuate muscle wasting colon-derived-tumour-induced C26 cachexia mouse model. The current study primarily aimed to explore possible modulating effects on cancer-induced loss of muscle mass and function of whole-body vibration training (WBV) in the C26 cachexia mouse model. The cachectic effects found in this model for are in line with those reported in literature; a clear reduction in body, muscle and fat mass of a similar order of magnitude as reported in comparable studies was found^29,52,53^. Moreover, reductions in daily activity^29^, grip strength^54^, BMD^55^, and the increase in muscle *Murf1* and *Atrogin1* expression^56^ are similar to other studies. On cytokine levels a clear IL-6 induction and a small reduction of IFNγ were found, where others also found effects on TNF-α and IL-4^53^. When looking at muscle specific effects similar tumour-induced effects compared to other studies with decreased maximal force and increased muscle contraction and relaxation times were seen^29,57^. Although no significant effect in the EDL was observed, this may result from a lack of statistical power since the data (Figs. 3 and 4) clearly shows a trend in the tumour effect reflected by a decreased maximum force and increasing contraction and relaxation times. For fibre type-specific effects, these results are also in line with other studies concerning the heavier tumour burden on type II fibres compared to that on type I fibres^57^. Taken together, this tumour model largely supports previous findings which led us to conclude that it was suitable to explore effects of WBV on cancer-induced cachexia.

The most interesting finding was that WBV reduced the effects of the tumour on muscle gene expression in EDL, SOL and heart. The WBV prevented the upregulation of the proteasome pathway in the SOL but not in the EDL. Upregulation of the proteasome pathway and the complement and coagulation cascades are also found in another study with the C26 mouse model^58^. In isolated SOL, contractility was improved with contraction and relaxation time of the trained tumour group shifting to, and not being significantly different from, the trained control group. Training decreased AKT1 protein expression in the tumour group (T + WBV). Additionally, WBV effects in the control mice were found (C + WBV). Training increased EDL muscle mass in the control group and, surprisingly, there was a trend for WBV to reduce daily activity in these animals. Taken together, the overall effects of WBV training are small and mainly visible in gene expression, which might represent an adaptive response. The lack of specific effects are likely to be caused by the limited number of animals used, the short period of training or the severity of the cachexia in this study.

Literature on effects of WBV in rodents shows some contradicting results. In the ex vivo set-up of this study an improvement in contractility and a trend of improved strength were found. This is in line with other findings where WBV in healthy mice was shown to partially improve muscle contractility, specifically strength and relaxation rates^24^. Possibly, the reason for the absent effect on muscle morphology, like fibre type and cross-sectional area, could be due to the short period of training in combination with the severity of the cachexia in this study. This is supported by two other studies that also found no significant effect of WBV on myosin heavy chain (MHC) isoforms in the soleus muscle of mice^24,59^. In contrast, a 6-week WBV training in healthy mice did show to increase total cross-sectional area of the soleus muscle as well as its type I and II muscle fibres^26^. A study into the long-term effects of WBV on the gastrocnemius muscle in rats found a decrease in type I content in favour of type II^60^. This could be beneficial for tumour bearing mice as type II fibres tend to be more affected by cachexia^57^. However, this should be further investigated in future studies. In a recent metabolomics study with aged mice it was found that WBV might postpone senility by attenuating lipid deposition and reducing chronic inflammation and the insulin resistance of skeletal muscle^61^. A study comparing aerobic training (treadmill exercise) with resistance training (ladder climbing) in C26 mice indicated possible beneficial effects of aerobic training and not of resistance training^54^. However, aerobic training was only able to mildly preserve muscle size, sensory motor function and relative *m. gastrocnemius* mass but failed to prevent weight loss^54^. This underlines the challenges in the treatment of cachexia with exercise. Another study in Apc^Min/+^ mice showed that moderate treadmill exercise is able to attenuate body and muscle mass loss in IL-6-dependent cachexia, moreover, mitochondrial oxidative capacity was improved^62^. The importance of the mitochondria can also be seen in the GSEA results of the current study, where oxidative phosphorylation in muscle is one of the top enriched and downregulated pathways in the tumour bearing mice (T and T + WBV). The relevance of mitochondrial dysfunction is emergent from literature^63^. Nevertheless, these data support the view that in muscle metabolic adaptations take place induced by the tumour suggesting a switch from oxidative to glycolytic muscle metabolism. Moreover, proper muscle mitochondrial function relies on proper mRNA handling of nuclear encoded mitochondrial genes. Souza et al. showed the importance of mRNAs encoding essential mitochondrial regulators, as their stability is a function of muscle oxidative capacity^64^. Knowing this, one could hypothesize that the increase expression of the RNA transport pathway might be a compensation mechanism to counteract the downregulated oxidative phosphorylation pathway in tumour bearing mice. However, the upregulation in *Pgc1α* gene expression did not result in an higher PGC1α protein expression in the current study.

Unfortunately, the four groups could not fully be separated with PCA or random forest analysis. This could be attributed to the fact that the differences were limited or, alternatively, that the parameters to separate the training mice were not measured as for instance the gene expression profiles were not included in this analysis. This is a legit possibility because clear differences were seen in these profiles and the tumour bearing groups could be separated in trained versus untrained using a sPLS-DA. Taken together, these results and those from previous studies seem to indicate that different forms of WBV training have mostly small but distinct effects. This might indicate that WBV could have additive effect in cachexia treatment, however, it is not powerful enough on its own. One of the reasons might be the absence of a preventive effect of WBV on the downregulation of gene-expression of the oxidative phosphorylation pathway. Therefore, WBV in combination with either nutrition or exercise therapy or a combination of both is worthwhile to investigate. In Lewis lung carcinoma bearing mice, endurance training combined with supplementation of the poly unsaturated fatty acid eicosapentaenoic acid proved to partially rescue muscle strength and mass^65^. Moreover, a specific nutritional combination high in fish oil and leucine was able to reduce cachectic symptoms and improve functional performance and immune function^29,53^. Therefore, it would be tempting to investigate whether combining whole body vibration training with endurance training and targeted nutrition might give synergistic effects. As stated before, cancer cachexia patients can struggle with exercise training^15^. WBV is easy to use and, although the small positive effect of WBV, it could be of added value to the therapy. It could be specifically helpful in a tailor made exercise program in patients with cancer-induced fatigue^66^. It might be worthwhile, to initiate follow-up studies that investigate a multiple-targeted treatment, including exercise and nutrition, or to study whole-body vibration training in a model more closely representing the situation in humans.

## Strengths and limitations

As described in the discussion, the muscle wasting colon-derived-tumour-induced C26 cachexia mouse model used in the current study was similar to cachexia models in literature^29,52–56^. Therefore, one strength of this study is the use of a solid cachectic model. An additional strength is the WBV protocol used, as it has yielded beneficial results in previous rodent studies^24,26,28,30^. A limitation of this study is that the WBV protocol was not as effective as expected in this severe cancer cachexia model. A different WBV protocol could have yielded different results, as frequency and recovery time have a dose-dependent effect^67^. A Delphi consensus study for animals could help to have more consistent form of reporting WBV study protocols^22^. Despite the limitations, the current study has brought cachexia researchers a step closer to possible treatments.

## Conclusion

In conclusion, this data suggest that with the present setup, WBV had only little effect on systemic endpoints but it triggered distinct subtle effects on muscle specific cachexia related pathways in tumour bearing mice. No effects were confirmed on body mass, body composition, inflammation, or bone mineral density, but this could be related to the limited number of animals that were part of this study, the short period of WBV training or the severity of cachexia. Although small, the muscle specific findings are very consistent, and no adverse effects were found. Specifically, the gene-expression data are promising, since far fewer genes significantly change in EDL, SOL and heart muscle of the tumour mice when they had undergone WBV training, showing a gene expression profile that shifts towards control mice. However, the C26 model might have been too acute to study long term effects of a low impact training such as WBV. It is important to publish these minor effects that WBV has in a severe state of cachexia. Additionally, this is the first study looking at the potential beneficial effects of WBV in cachexia. Since the possible effects on different outcomes were examined*,* both in vivo and ex vivo*,* it is possible to pinpoint th*e* level at which vibration training might have an effect, namely an anticipating or adapting gene expression profile.

## Supplementary Information

Supplementary Video S1.

Supplementary Information.

## Abbreviations

AUC: Area under the curve
BMD: Bone mineral density
COPD: Chronic obstructive pulmonary disease
CSA: Cross-sectional area
CT: Contraction time
DEXA: Dual energy X-ray absorptiometry
dF/dt: Rate of change of force
dNGS: Diluted normal goat serum
EDL: M. extensor digitorum longus
ELISA: Enzyme-linked immunosorbent assay
FDR: False discovery rate
FF: Force frequency
F_max_: Maximal force
GEO: Gene expression omnibus
GSEA: Gene set enrichment analysis
HBSS: Hanks’ balanced salt solution
KEGG: Kyoto encyclopedia of genes and genomes
MHC: Myosin heavy chain
PBS: Phosphate buffered saline
PC: Principal component
PCA: Principal component analysis
RMA: Robust multi-array analysis
RT: Relaxation time
SOL: M. soleus
sPLS-DA: Sparse partial least squares discriminant
WBV: Whole body vibration
WGA: Wheat germ agglutinin

# Supplementary material for: Effects of whole-body vibration training in a cachectic C26 mouse model
**Source:** Sci Rep. 2021 Nov 3;11:21563. doi: 10.1038/s41598-021-98665-7
**Supplement:** Supplementary file 2 — Supplementary Information.

# Supplementary Information

## Figures

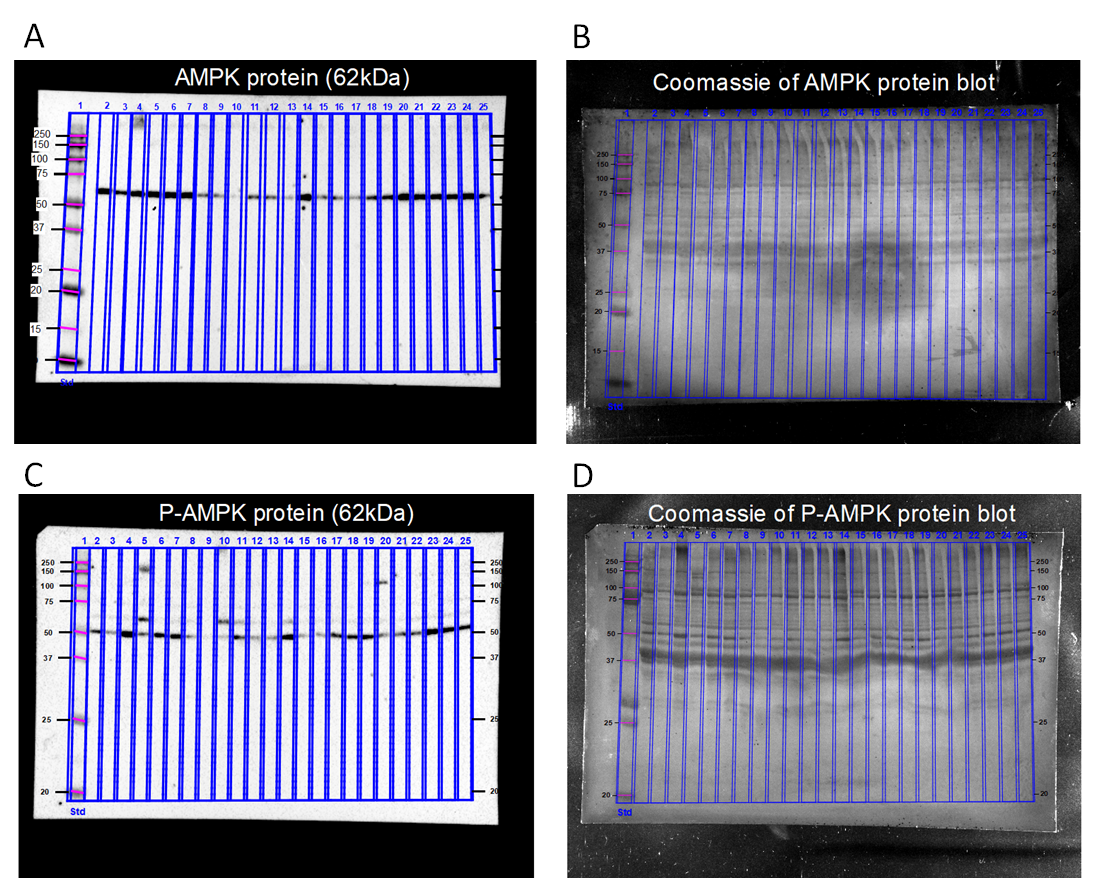

**Fig. S1** Western blot images of AMPK protein [A] plus coomassie staining of the same blot [B] and phopho- AMPK protein [C] plus coomassie staining of the same blot [D]. Marker is indicated on the left side of the blot.

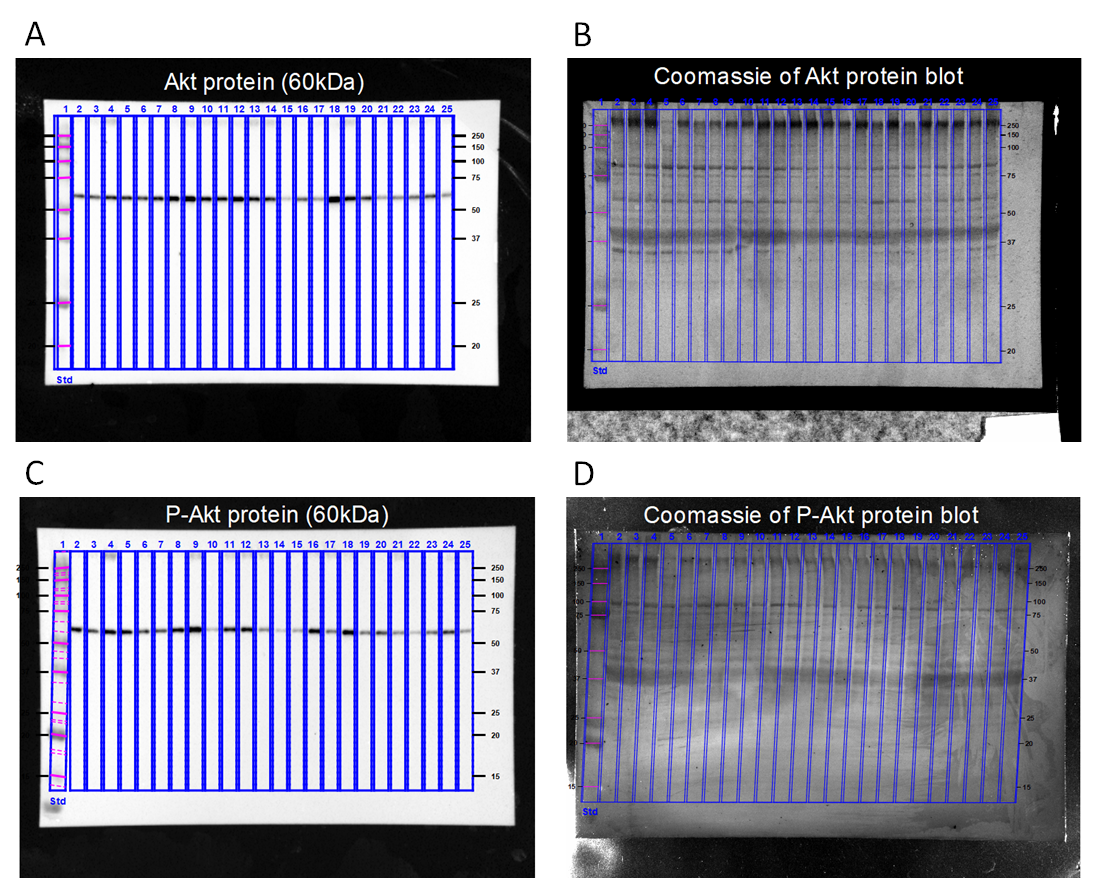

**Fig. S2** Western blot images of Akt protein [A] plus coomassie staining of the same blot [B] and phopho-Akt protein [C] plus coomassie staining of the same blot [D]. Marker is indicated on the left side of the blot.

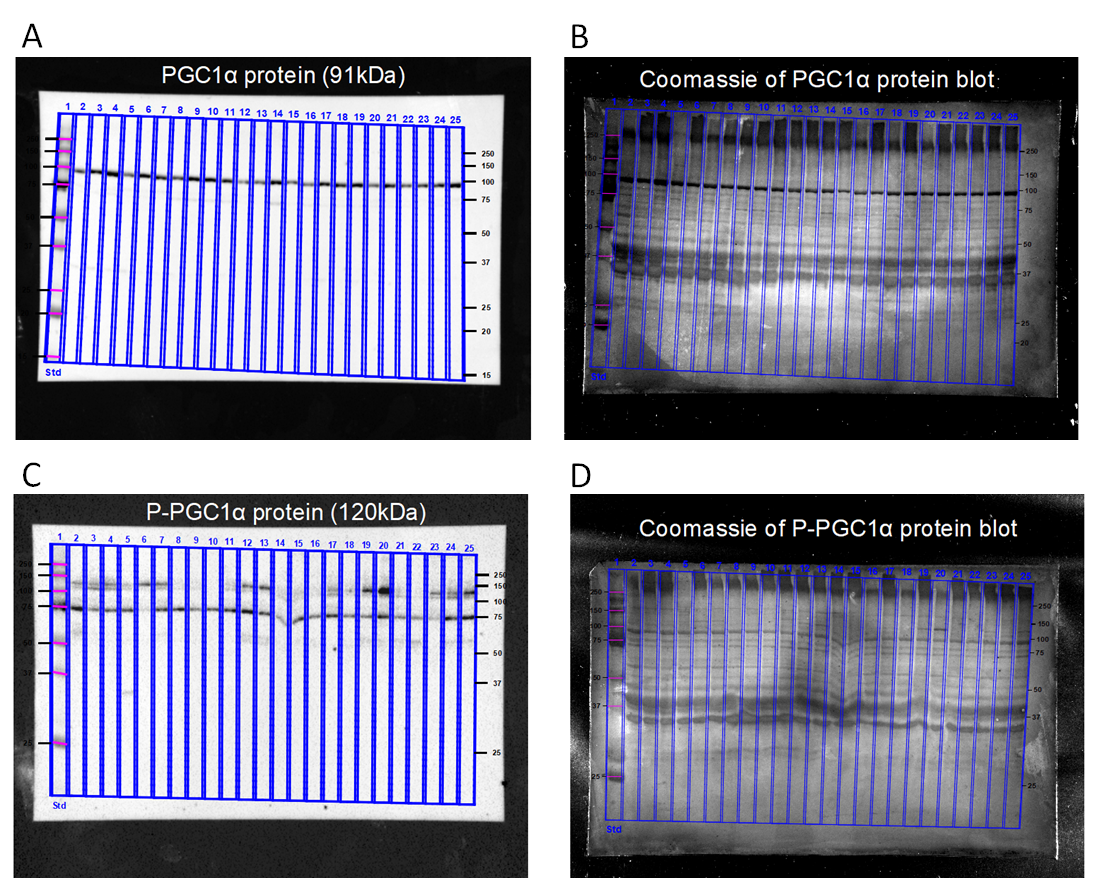

**Fig. S3** Western blot images of PGC1α protein [A] plus coomassie staining of the same blot [B] and phopho- PGC1α protein [C] plus coomassie staining of the same blot [D]. Marker is indicated on the left side of the blot.

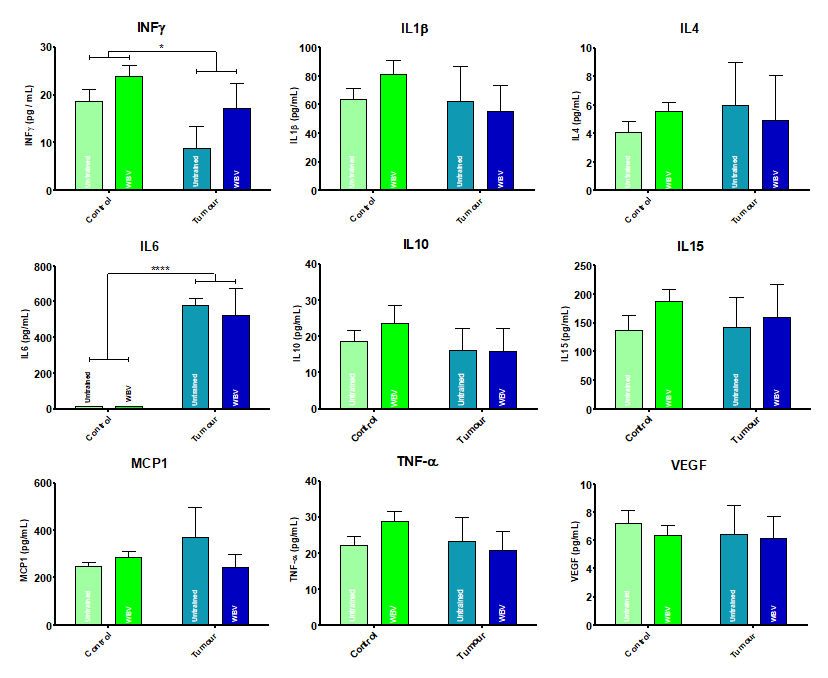

**Fig. S4** Plasma cytokine levels. Data represent mean ± sem. * and **** indicate *p<0.05* and *p<0.001* respectively.

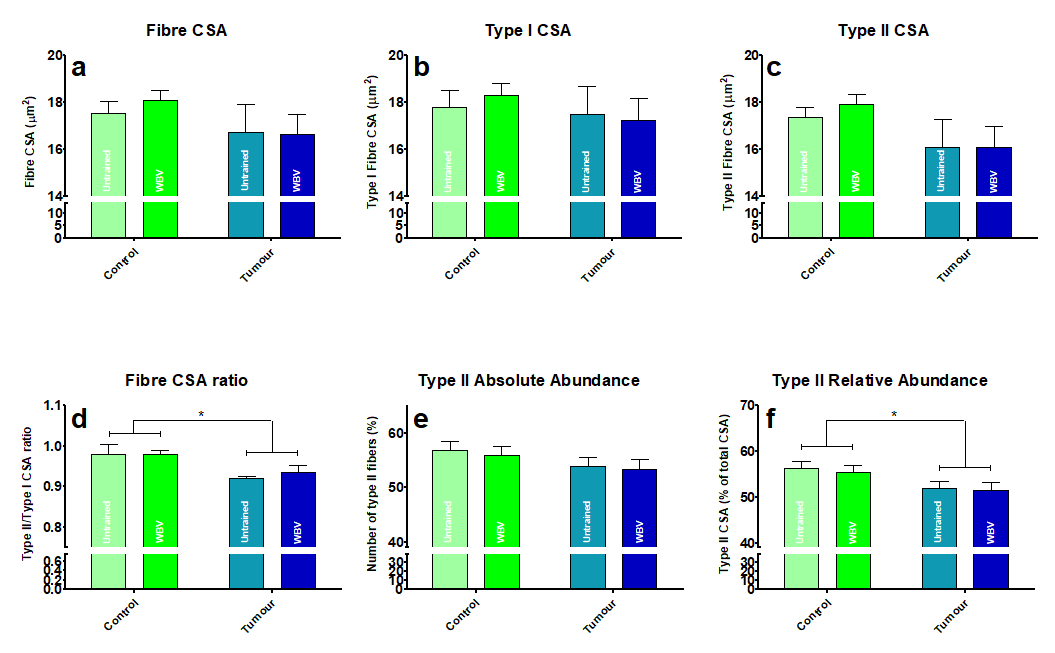

**Fig. S5** SOL muscle fibre characteristics. Fibre cross sectional area of all fibres [a], type I dominant fibres [b] and type II dominant fibres [c]. Relative measures for fibre CSA ratio [d], type II dominant fibre abundance (in % of total fibres) [e] and type II dominant relative abundance (sum of total type II CSA as % of sum all fibre CSA) [f]. Data represent mean ± sem. * indicates *p<0.05*.

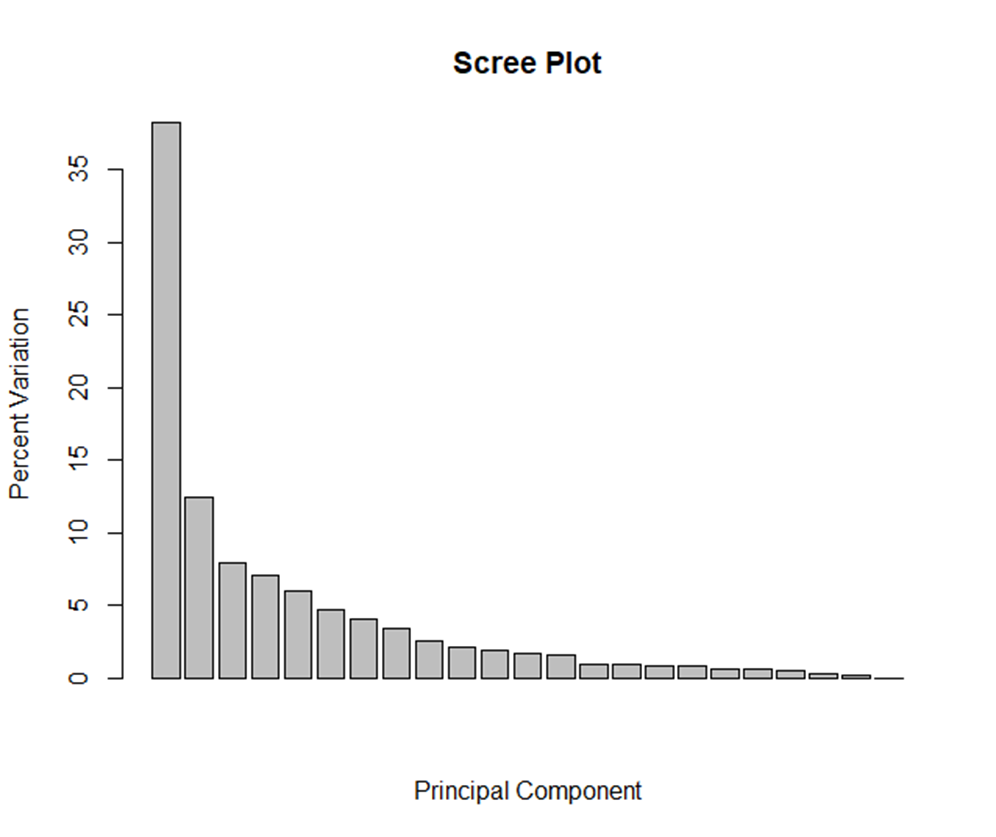

**Fig, S6** Scree plot plotting the principle components of the analysis with 63 variables.

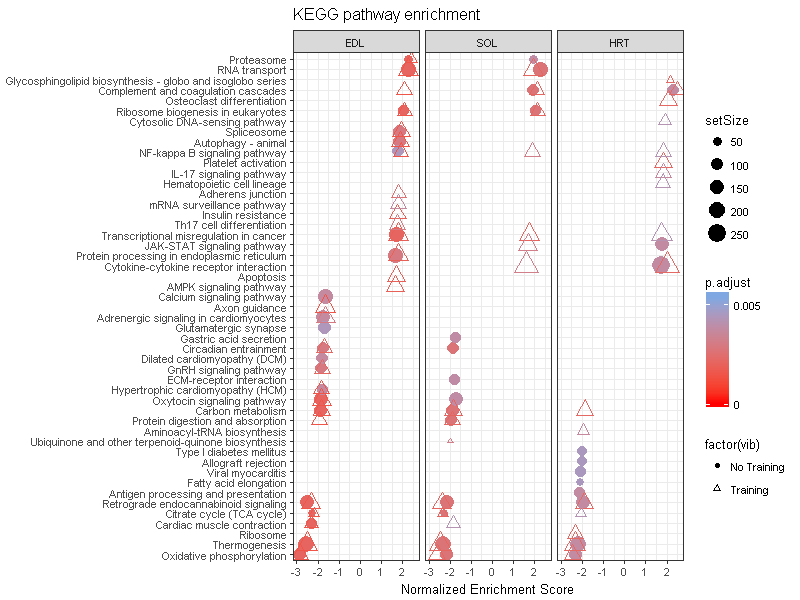

**Fig. S7** Microarray results showing enrichment of KEGG pathways of tumour groups (with and without WBV) compared to control group without WBV.

## Tables

**Table S1** Primer sequences.

**
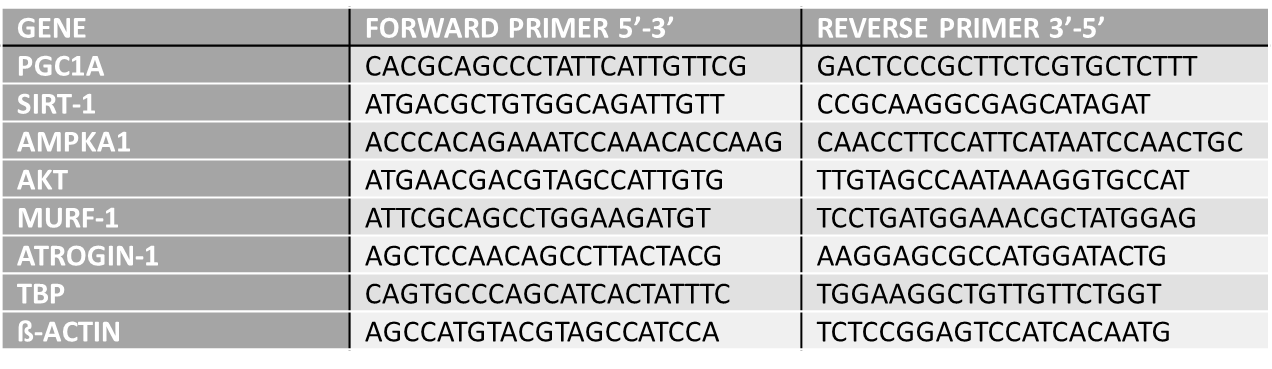
**

**Table S2** Shapiro Wilk p-value, skewness and kurtosis value of the 63 variables used to build the random forest and PCA models.

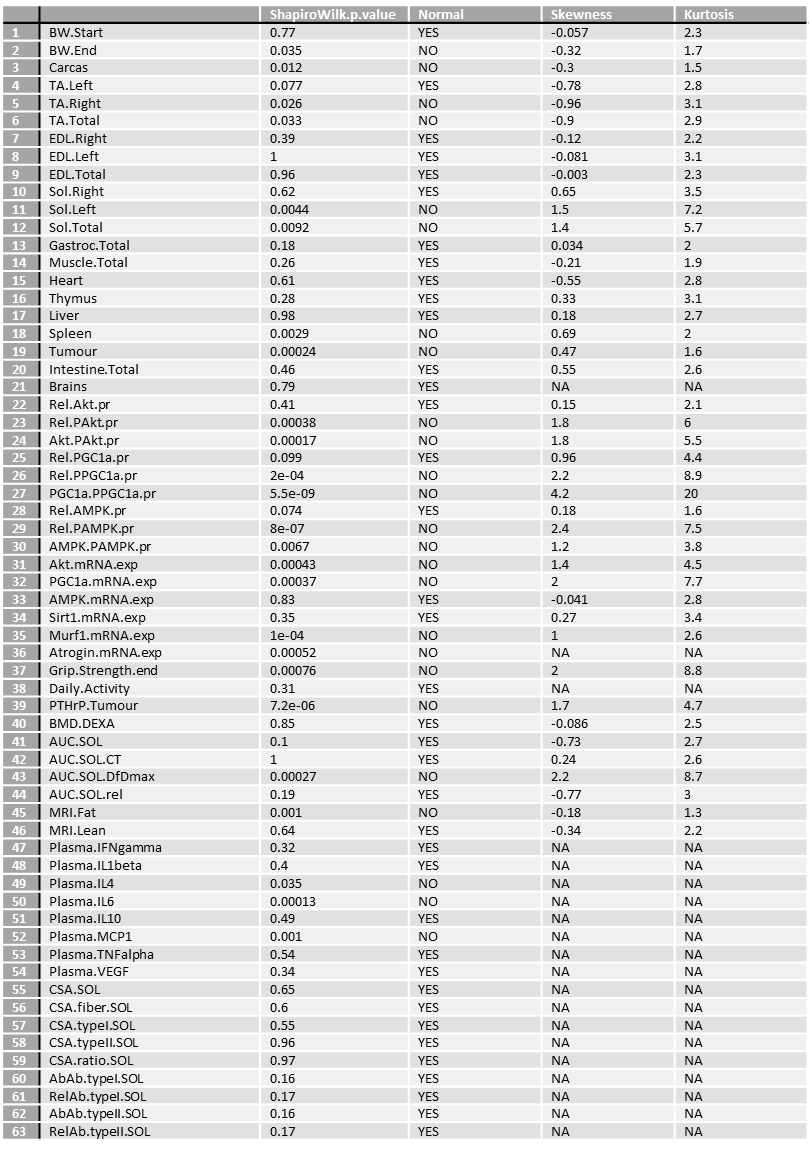

**Table S3** Organ masses (mg) and relative gene expression at section (mean ±SEM). Two-way ANOVA with factors Tumour, Training and Tumour-Training interaction and Bonferroni Post-Hoc analysis. Significant effects are represented with * *p<0.05*, ** *p<0.01*, *** *p<0.005*, and **** *p<0.001*.

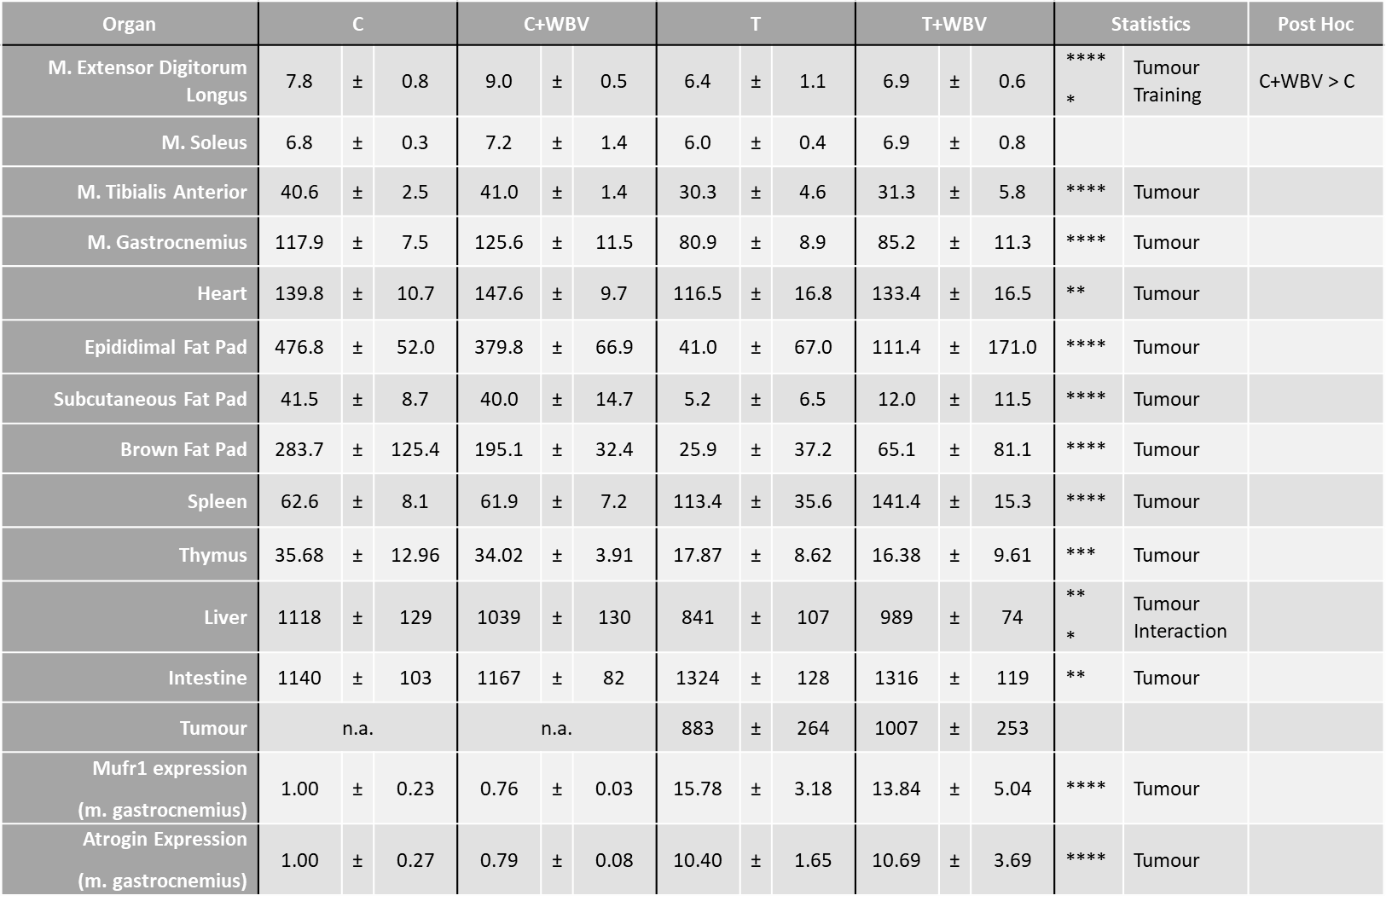

## Video

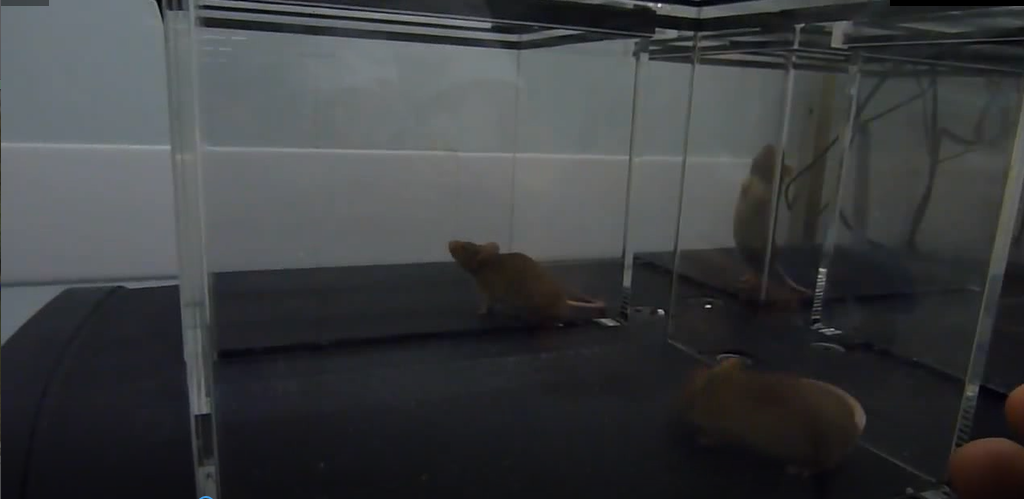

**Video S1** Short clip showing the reaction of the mice to the start of the vibration training. When the stopwatch is started the vibration plate is started and all mice in the video are subjected to the vibration.

How the deposited data were processed for this re-analysis (not part of the article)

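The data comprise 58 arrays of EDL (23), SOL (23) and heart (12) of C, C + WBV, T and T + WBV mice killed at day 19, and the body, carcass and tissue masses given in the labels of the same arrays. Trained mice had been vibrated for 15 min per day at 45 Hz and 1.0 g. The authors made the deposited values with RMA, which corrects the background, quantile-normalizes the arrays and summarizes the probes of a probe set, so the unit is log2 intensity, and the values run from 0.667 to 13.55. The version of RMA is not given in the sources used here. The processed table was used as it stands, and the raw scans were not used here. The deposited probe sets follow the array's own annotation, whereas the paper describes a custom gene definition.

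Of the probe sets of the table, 23099 have a gene annotation, 21218 of them with exactly 1 symbol and 1881 with several, and 12457 have none. Probe sets with 1 symbol were averaged per symbol into 18820 genes, of which 1386 have more than 1 probe set. The averaging was chosen once the format of the table was known and before any comparison was computed. Genes called in T against C with an oppositely called probe set numbered 1 in EDL, 0 in SOL and 0 in heart. Probe sets without annotation or with several symbols were left out of the gene counts and entered 1 alternative. Symbols were checked against the reference through their Entrez identifiers, and 0 symbols changed.

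All analyses used R 4.3.3. limma 3.58.1 fitted the 4 groups of a tissue with a trended variance prior, and the contrasts were T against C, T + WBV against C, T + WBV against T, C + WBV against C, and the interaction of tumour and training. p was adjusted with the Benjamini-Hochberg method over all genes, with a threshold of 0.01. The intensity-based moderated t-statistic was computed with a loess span of 0.3. Gene lists were tested on the moderated t-statistic with fgsea 1.28.0 with 10000 permutations and a smallest list size of 4, with a threshold of 0.05 adjusted over the 29 lists of a comparison, and again with camera (preset correlation 0.01 and estimated correlation) and fry. fry tests whether the genes of a list move on balance 1 way and does not compare them with other genes. sPLS-DA used mixOmics 6.26.0, and statmod 1.5.0 gave the correlation between tissues of 1 mouse, 0.134. Masses, scores and list scores were compared with exact two-sided permutation tests, except for correlations over 11 mice, which used 100000 resamples. A list score is the mean over the members of a list of the log2 value minus the mean of C in that tissue.

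The 29 lists are proteasome, ubiquitin ligases and atrophy genes, autophagy and lysosome, nuclear pore with RNA export and translation initiation, complement and coagulation, oxidative phosphorylation, thermogenesis outside the respiratory chain, citrate cycle, glycolysis, fatty acid oxidation, ribosomal proteins, ribosome biogenesis, acute phase and IL-6/STAT3 response, interferon response, MHC class II, slow fibre genes, fast fibre genes, denervation and regeneration, extracellular matrix, circadian clock, amino acid response with aminoacyl-tRNA synthetases, and markers of adipocytes, macrophages, neutrophils, lymphocytes, erythroid cells, endothelium, Schwann cells and atria. They were written from textbook knowledge and hold 921 entries, of which 821 were measured and 42 lie only on probe sets with several symbols. The KEGG sets of the paper were not used here. Named genes follow a rule, which takes the 6 largest rises and the 6 largest falls of T against C in each tissue, the genes with the smallest p of the training comparisons where none passed, up to 3 members of each list with the largest change past the threshold, the genes the paper names, and for sPLS-DA the genes shared by all tissues and those with the largest loadings. From these, the text favours genes whose call held in each leave-one-out setting.

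A replicate number does not mark mice that are matched between groups, and no pairing between groups was used. Within a group it names the same mouse in EDL and SOL, but the hearts are numbered on their own. Heart replicates 1, 2 and 3 are muscle replicates 4, 5 and 6 in T, 1, 2 and 4 in T + WBV, 2, 3 and 5 in C, and 3, 5 and 6 in C + WBV. EDL and SOL of 1 mouse were compared within the mouse where SOL and EDL are set side by side. Other splits of the samples into groups of the same sizes were counted for each comparison, at most 100 of them. The alternatives tried were another variance prior, the intensity-based moderated t-statistic, only the groups compared, all arrays in 1 fit with and without the mouse as a random block, a second quantile normalization within the tissue, only genes above the median level, the replicate number as a block, a covariate for arrays whose description ends in a given suffix, leaving out each replicate in turn, other set tests, other summaries, and other settings of the sPLS-DA and of the slope. Chosen after seeing the data were all probe sets as features, the brightest probe set of each gene, a slope with noise and shared controls removed (before any slope was computed), and the count without T + WBV replicate 2 as a result of its own (its prediction was written before the first counts).

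The methods were tested on simulated data, made of each gene's mean and normal noise with its residual SD, with known log2 changes of 0.5, 1, 2 and −1 in 50 genes each. With a log2 change of 1, limma recovered 98% of the changed genes of T against C in EDL, 88% in SOL and 74% in heart, and with 0.5 it recovered 48%, 38% and 18%. For T + WBV against T it recovered 92%, 78% and 78% at 1 and 34%, 30% and 16% at 0.5. Recovery among genes that spread more in tumour-bearing than in C mice, such as Lcn2 and Ky in EDL, was not tested apart. A true slope of 0.7 came out as 0.669, 0.661 and 0.655 by ordinary least squares and as 0.698, 0.697 and 0.696 with noise and shared controls removed. For sPLS-DA, a separate simulation raised 50 genes in T and T + WBV and 50 others in T + WBV, apart from the log2 changes above. Of the genes picked for the first component, 50 of 50 were raised ones in each tissue. Of the second, 49 were in EDL, 49 in SOL and 21 in heart. Recovery by sPLS-DA at other sizes of change was not tested. Not analysed here are fat and lean mass, the other organs, the qPCR of gastrocnemius muscle, and a sixth T + WBV mouse.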

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

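The results without T + WBV replicate 2 were added as an alternative after the first counts were seen, although the prediction for this mouse had been written before them, and the other tests in this part were chosen before their results. Fewer genes changed in T + WBV than in T when each was compared with C, 2081 against 4209 in EDL and 879 against 2581 in SOL. The smaller number of T + WBV mice is argued against as the whole cause, since T against C with any 5 of its 6 mice still gave at least 3614 genes in EDL and 1953 in SOL. A single mouse stays open as a cause. Without T + WBV replicate 2, which was at 100.9% of body mass, the count was 3191 in EDL and 1643 in SOL. These lie within the 2802 to 4562 and 1318 to 2947 that sets of 4 T mice gave (means 3509.6 and 2003.2). Leaving out the mouse of weakest response raised the count in T as well, to 4813 in EDL and 3065 in SOL without T replicate 3. With such a mouse left out of each group, fewer genes still changed in T + WBV, with 4 mice against 5. The numbers of mice differ there, and the T counts come from fits that still held T + WBV replicate 2. That comparison therefore cannot decide whether this mouse is the whole cause in EDL and SOL. The test for this mouse set the count without it against the mean over all 15 sets of 4 T mice divided by 1.5. The counts of 3191 in EDL and 1643 in SOL both lay above that limit. In heart, 277 genes changed in T + WBV and 1081 in T. Without T + WBV replicate 2, 1661 changed in T + WBV. That is more than in T with all 3 hearts or with any 2 of them (368 to 694). Those T counts come from fits of all 4 groups, in which T + WBV replicate 2 still enters the residual variance. With only the 2 groups compared in the fit, 1577 genes changed in T and 11 in T + WBV, all mice included. T against C was not refitted without this mouse alone, so a turned order of the counts is not shown. An untrained mouse, T replicate 3, also had a low tumour response score in EDL (0.475). Whether T + WBV replicate 2 responded less because of the training or for another reason cannot be told from these data, which hold no tumour size. Its weak response may account for much of the difference in counts. Other splits of the samples excluded chance for the tumour comparisons in skeletal muscle, as 1 of 100 splits, the real one, reached 4209 (highest other 2645) and 2081 (1093) in EDL and 2581 (804) and 879 (144) in SOL.

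In heart, a fit of all 58 arrays together called 7 genes between T + WBV and T and 3 in the interaction of tumour and training. Leaving out 1 heart replicate gave up to 8 genes between T + WBV and T. With each tissue fitted on its own and all its mice, no gene passed in these comparisons or between C + WBV and C. Against a count of 0 every split is at least as large by construction (100 of 100 in EDL and SOL and for the interaction in heart). The splits therefore do not test chance here. The highest other was 565, 3 and 3 in EDL, 107, 11 and 1 in SOL, and 15 for the interaction in heart. The 565 genes come from a split picked for being the largest, and no reference for such a maximum was computed. Whether the tumour-bearing mice hold a structure other than training was therefore not tested. A fit of the 11 tumour-bearing mice alone had body mass at day 19 as a covariate. Its real count was again 0, so its 100 splits decide nothing, and the highest other was 0 genes in EDL and 3 in SOL. The same fit without body mass was not split, so whether body mass underlies the highest splits was not tested. For heart, 3 arrays against 3 make 10 splits, too few for a share under 0.05; there the real counts were 1081 in T against C (highest other 0), 277 in T + WBV against C (2), 0 in T + WBV against T (3) and 0 in C + WBV against C (28), the last 2 with 10 of 10 by construction.

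sPLS-DA placed T and T + WBV apart on the second component in each tissue. The training labels were then shuffled within tumour-bearing and within control mice, and a gap on either component was counted. In EDL, 28 of 100 labellings gave a gap between T and T + WBV as large as the real 7.66 SD units (highest other 21.4). In SOL 6 were as large as 9.40 (18.0), and in heart 47 as large as 14.9 (50.1). For C and C + WBV, 53 of 100 reached 4.96 in EDL (16.7), 83 reached 2.09 in SOL (18.3), and 79 reached 3.26 in heart (38.1). Chance could therefore not be excluded in EDL and SOL, and in heart the distinct labellings are too few to decide. Because the method selects genes with the labels, a gap of this size may arise without any training effect, and whether training shifts these genes was tested by the direct comparison above.

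A sample far from the others of its group was found in 4 of 64 groups tested, and chance marks about 1 in 20. These were the tumour response score of T replicate 3 in EDL (0.475, the other T mice 1.09 to 1.41), the same score of C replicate 6 in SOL (0.189, the others 0.0307 to 0.0765), the oxidative phosphorylation score of C replicate 2 in SOL (−0.116, the others −0.00418 to 0.0476) and the proteasome score of T replicate 1 in SOL (0.313, the others 0.0313 to 0.104).

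The tumour effect on 4 list scores differed between SOL and EDL of the same mice, SOL minus EDL. It was −0.210 for the proteasome (exact permutation test of T against C, p = 0.0217, adjusted p = 0.0460, lower in SOL in 5 of 6 T mice), −0.0779 for the nuclear pore and RNA export list (p = 0.0346, adjusted p = 0.0460, 5 of 6), 0.225 for oxidative phosphorylation (p = 0.00216, adjusted p = 0.0108, higher in SOL in 6 of 6) and −0.102 for thermogenesis (p = 0.0368, adjusted p = 0.0460, lower in 5 of 6). For complement it was −0.0336 (exact permutation test, p = 0.576). The proteasome score was below 0 in each of the 3 T hearts, with a mean of −0.106, and above 0 in each of the 6 T EDL, from 0.00023 to 0.516; the difference between these tissues was not tested.

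Signals outside those the paper discusses were the following. Among the tumour-bearing mice, with training as a covariate, 220 genes were related to body mass at day 19 in EDL and 63 in SOL by limma. In EDL the count was 2 without T + WBV replicate 2, 14 without T replicate 3, 112 without T + WBV replicate 3, 140 without T replicate 1 and 143 without T replicate 4, and in SOL 0 without T + WBV replicate 2, 8 without T + WBV replicate 3, 10 without T replicate 3 and 109 without T replicate 2. In T against C the NES in EDL, SOL and heart was 2.07, 2.11 and 1.69 for autophagy and lysosome, −2.33, −2.36 and −2.23 for the citrate cycle, 2.21, 2.06 and 1.84 for ribosome biogenesis, −2.06, −2.16 and −2.17 for the interferon response, 2.01, 2.34 and 2.00 for the amino acid response, and 1.71, 2.15 and 2.03 for neutrophil markers. Each of these calls was lost with an estimated correlation, with the smallest adjusted p at 0.0656, for neutrophil markers in SOL. The set tests differed widely in T against C. Of the 29 lists in EDL, SOL and heart, 1, 1 and 0 passed with an estimated correlation. With camera at the preset correlation 17, 18 and 20 passed, and with fry 20, 17 and 17.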

How the results depend on the processing

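Chosen only after seeing the data were 4 alternatives, namely all probe sets of the table, the brightest probe set of each gene, the slope with noise and shared controls removed, and the results without T + WBV replicate 2 taken by themselves, whose prediction had been written before the first counts. Pearson r and the slope of T + WBV on T kept their sign in every setting. The control splits entered the following ranges as their mean. Pearson r ran from 0.859 to 0.983 in EDL, 0.797 to 0.980 in SOL and 0.749 to 0.967 in heart. The slope ran from 0.684 to 0.909, 0.652 to 0.924 and 0.601 to 0.984. Its upper ends in SOL and heart came from the inverse regression and in EDL from leaving out T + WBV replicate 2. Single control splits went down to r = 0.843 in EDL and 0.7335 in SOL, and to slopes of 0.669 and 0.589. Of the named genes, 2574 results in the settings other than leave-one-out kept their direction and their side of the threshold, 137 lost and 12 gained a call and 1 turned; leaving out 1 replicate, 2653 kept both, 297 lost, 8 gained and 18 turned. For list enrichment the numbers were 478, 170, 8 and 32, and 1461, 103, 37 and 73 in leave-one-out, and for list scores 107, 1, 1 and 11, and 518, 15, 4 and 43. Where a value below differs, the cause was not tested. Leave-one-out settings also have fewer samples, yet some counts rose in them.

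Counts of genes moved more than 1.5 times in the following settings. With only the 2 groups compared there were 1337 (T + WBV against C in EDL, 2081 before), 11 (T + WBV against C in heart, 277 before). With all 58 arrays in 1 fit there were 1550 (T + WBV against C in SOL, 879 before), 638 (T against C in heart, 1081 before), 7 (T + WBV against T in heart, 0 before), 3 (interaction in heart, 0 before). With all 58 arrays with the mouse as a random block there were 1674 (T + WBV against C in SOL, 879 before), 695 (T against C in heart, 1081 before), 7 (T + WBV against T in heart, 0 before), 3 (interaction in heart, 0 before). With 1 prior variance for all genes there were 644 (T against C in heart, 1081 before), 126 (T + WBV against C in heart, 277 before), 34 (genes related to body mass with training as covariate, SOL, 63 before). With all probe sets of the table there were 531 (T against C in heart, 1081 before), 32 (T + WBV against C in heart, 277 before). With only genes above the median level there were 120 (genes related to body mass with training as covariate, SOL, 63 before).

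With the replicate number as a block, a pairing the labels do not bear out, T against C had 3992 genes in EDL, 2360 in SOL and 874 in heart, and T + WBV against C had 1551, 600 and 217. The deviations of arrays from their group means had a mean correlation of −0.0019 in EDL, 0.0102 in SOL and −0.0265 in heart between arrays of the same number (lowest −0.419, −0.414 and −0.302), against 0.0006, −0.0019 and 0.0131 between arrays of different numbers, and 8 of 23, 5 of 23 and 1 of 12 arrays correlated best with an array of their own number.

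With camera with estimated correlation, calls were lost, with adjusted p in EDL of T against C, proteasome 0.265, nuclear pore 0.201, complement 0.225, oxidative phosphorylation 0.201; in EDL of T + WBV against C, proteasome 0.278, nuclear pore 0.175, complement 0.175, oxidative phosphorylation 0.179; in EDL of T + WBV against T, oxidative phosphorylation 0.639; in SOL of T against C, proteasome 0.345, nuclear pore 0.186, complement 0.203, oxidative phosphorylation 0.341; in SOL of T + WBV against C, proteasome 0.532, nuclear pore 0.161, complement 0.151, oxidative phosphorylation 0.244; in SOL of T + WBV against T, proteasome 0.673; in heart of T against C, proteasome 0.346, nuclear pore 0.335, complement 0.324, oxidative phosphorylation 0.324; in heart of T + WBV against C, proteasome 0.36, complement 0.274, oxidative phosphorylation 0.282; in heart of T + WBV against T, nuclear pore 0.537.

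With camera with estimated correlation, lists that did not pass turned in sign, with adjusted p in EDL of T against C, thermogenesis 0.998, adipocyte markers 0.946, lymphocyte markers 0.973; in SOL of T against C, lymphocyte markers 0.798; in SOL of C + WBV against C, thermogenesis 0.975; in heart of T against C, Schwann cell 0.946; in heart of T + WBV against C, thermogenesis 0.957; in heart of T + WBV against T, proteasome 0.989; in heart of C + WBV against C, nuclear pore 0.993.

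With camera with correlation 0.01, lists that did not pass turned in sign, with adjusted p in EDL of T against C, thermogenesis 0.998, adipocyte markers 0.785, lymphocyte markers 0.916; in SOL of T against C, lymphocyte markers 0.769; in SOL of C + WBV against C, thermogenesis 0.948; in heart of T against C, Schwann cell 0.945; in heart of T + WBV against C, thermogenesis 0.935; in heart of T + WBV against T, proteasome 0.988; in heart of C + WBV against C, nuclear pore 0.990.

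With quantile normalization again within the tissue, calls were lost, with adjusted p in heart of T + WBV against C, proteasome 0.0624.

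With quantile normalization again within the tissue, calls were gained, with adjusted p in SOL of T + WBV against T, nuclear pore 0.0176.

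With quantile normalization again within the tissue, lists that did not pass turned in sign, with adjusted p in EDL of T against C, fatty acid oxidation 0.777; in EDL of T + WBV against C, thermogenesis 0.665; in SOL of T against C, adipocyte markers 0.978; in SOL of C + WBV against C, nuclear pore 0.987; in heart of C + WBV against C, nuclear pore 0.883.

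With fry, calls were lost, with adjusted p in EDL of T + WBV against T, oxidative phosphorylation 0.601; in SOL of T + WBV against C, proteasome 0.274; in SOL of T + WBV against T, proteasome 0.684; in heart of T + WBV against C, proteasome 0.0626; in heart of T + WBV against T, nuclear pore 0.407.

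With fry, lists that did not pass turned in sign, with adjusted p in EDL of T against C, slow fibre 0.928, adipocyte markers 0.597, lymphocyte markers 0.561; in SOL of T + WBV against T, oxidative phosphorylation 0.984; in SOL of C + WBV against C, thermogenesis 0.889; in heart of T against C, Schwann cell 0.874; in heart of T + WBV against C, thermogenesis 0.820; in heart of T + WBV against T, proteasome 0.987; in heart of C + WBV against C, nuclear pore 1.000.

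List scores changed their call or sign in few settings. With the median over members, differences were in SOL of T against C, proteasome 0.173 (stronger, 0.106 before); in SOL of C + WBV against C, complement 0.00173 (reversed, −0.00496 before), thermogenesis −0.0234 (reversed, 0.00374 before); in EDL of C + WBV against C, thermogenesis 0.00754 (reversed, −0.00489 before); in heart of T against C, thermogenesis 0.0135 (reversed, −0.101 before); in heart of T + WBV against C, thermogenesis 0.0367 (reversed, −0.0872 before); in heart of C + WBV against C, thermogenesis 0.00538 (reversed, −0.0683 before). With the members above the median level, differences were in heart of T + WBV against C, nuclear pore 0.00147 (reversed, −0.00322 before), thermogenesis 0.0201 (reversed, −0.0872 before); in SOL of T against C, complement 0.110 (weaker, 0.129 before); in SOL of C + WBV against C, complement 0.0236 (reversed, −0.00496 before), thermogenesis −0.0148 (reversed, 0.00374 before); in EDL of C + WBV against C, thermogenesis 0.00613 (reversed, −0.00489 before). The SOL minus EDL difference in the training effect on the proteasome score was 0.0222 with the median over members, −0.00829 before. The difference in SOL mass between T and C in medians was −0.950 mg and lost its call. The log2 fold change of Prkaa1 in heart of T against C was −0.0148 after a second quantile normalization, 0.00544 before.

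The sPLS-DA moved as follows, where mice placed are those put in their own training group when left out. With no scaling of genes: variance explained by component 1 in percent, EDL 52.0 (26.5 before); mice placed, T and T + WBV, EDL 6 (1 before); variance explained by component 1 in percent, SOL 35.8 (21.0 before); variance explained by component 2 in percent, SOL 8.97 (4.73 before); mice placed, T and T + WBV, SOL 7 (2 before); variance explained by component 1 in percent, heart 46.7 (26.4 before); variance explained by component 2 in percent, heart 7.34 (8.97 before); genes of component 2 shared by at least 2 tissues 3 (0 before). With T and T + WBV only: variance explained by component 1 in percent, EDL 10.2 (26.5 before); variance explained by component 2 in percent, EDL 12.2 (3.81 before); variance explained by component 1 in percent, SOL 10.9 (21.0 before); variance explained by component 2 in percent, SOL 11.7 (4.73 before); mice placed, T and T + WBV, SOL 8 (2 before); variance explained by component 1 in percent, heart 21.7 (26.4 before); variance explained by component 2 in percent, heart 20.6 (8.97 before); genes of component 1 shared by all 3 tissues 0 (6 before); genes of component 1 shared by at least 2 tissues 0 (25 before); genes of component 2 shared by at least 2 tissues 2 (0 before). With 25 genes per component: mice placed, T and T + WBV, EDL 3 (1 before); mice placed, T and T + WBV, SOL 4 (2 before); genes of component 1 shared by all 3 tissues 2 (6 before); genes of component 1 shared by at least 2 tissues 12 (25 before). With 100 genes per component: mice placed, T and T + WBV, EDL 2 (1 before); mice placed, C and C + WBV, EDL 4 (7 before); genes of component 1 shared by all 3 tissues 11 (6 before); genes of component 1 shared by at least 2 tissues 45 (25 before); genes of component 2 shared by at least 2 tissues 5 (0 before).

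Leaving out 1 replicate at a time, the adjusted p of list enrichment ran from lowest to highest in EDL of T against C, fatty acid oxidation 0.353 to 0.743, adipocyte markers 0.585 to 0.875, lymphocyte markers 0.718 to 0.976; in EDL of T + WBV against T, proteasome 0.000711 to 0.998, nuclear pore 0.00222 to 0.994, complement 0.00647 to 0.995, thermogenesis 0.0549 to 0.798, fatty acid oxidation 0.000711 to 0.998, ribosomal proteins 0.000835 to 0.998; in EDL of C + WBV against C, proteasome 0.790 to 1, oxidative phosphorylation 0.00722 to 1; in SOL of T against C, complement 0.000708 to 0.0564, adipocyte markers 0.766 to 0.988, lymphocyte markers 0.782 to 0.997; in SOL of T + WBV against C, proteasome 0.00469 to 0.140; in SOL of T + WBV against T, proteasome 0.00151 to 0.420, nuclear pore 0.0453 to 0.937, complement 0.0106 to 0.995, oxidative phosphorylation 0.00126 to 1.000, thermogenesis 0.317 to 0.964, fatty acid oxidation 0.00126 to 0.934, acute phase 0.00151 to 0.738; in SOL of C + WBV against C, nuclear pore 0.680 to 1.000, complement 0.629 to 0.989, oxidative phosphorylation 0.00176 to 0.974, thermogenesis 0.538 to 0.969; in heart of T against C, proteasome 0.00553 to 0.0503, thermogenesis 0.224 to 0.642, circadian clock 0.407 to 0.742; in heart of T + WBV against C, proteasome 0.00902 to 0.0614, nuclear pore 0.220 to 0.961, thermogenesis 0.209 to 0.825; in heart of T + WBV against T, proteasome 0.591 to 0.737, complement 0.00510 to 0.866, oxidative phosphorylation 0.00123 to 1; in heart of C + WBV against C, nuclear pore 0.362 to 0.991, complement 0.0166 to 0.989, thermogenesis 0.166 to 0.991, macrophage 0.00209 to 0.936.

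In the same way the difference in list scores ran in EDL of T against C, proteasome 0.276 to 0.379, thermogenesis −0.0214 to 0.00819; in EDL of T + WBV against T, proteasome −0.109 to 0.0280; in EDL of C + WBV against C, proteasome −0.0204 to 0.00176, nuclear pore 0.0178 to 0.0397, oxidative phosphorylation −0.0270 to 0.00605, thermogenesis −0.0142 to 0.000722; in SOL of T against C, proteasome 0.0641 to 0.120, oxidative phosphorylation −0.373 to −0.251; in heart of T + WBV against T, proteasome −0.0112 to 0.0352, oxidative phosphorylation −0.0462 to 0.0664, thermogenesis −0.00290 to 0.0331; in SOL of T + WBV against C, nuclear pore 0.0701 to 0.104; in SOL of T + WBV against T, nuclear pore −0.0190 to 0.0151, oxidative phosphorylation −0.0653 to 0.0730; in SOL of C + WBV against C, nuclear pore −0.0136 to 0.00858, complement −0.0263 to 0.0100, oxidative phosphorylation −0.0466 to 0.0101, thermogenesis −0.0161 to 0.0161; in heart of T + WBV against C, nuclear pore −0.0177 to 0.0171; in heart of C + WBV against C, nuclear pore −0.0135 to 0.0213, complement −0.0946 to 0.0447; in EDL of T + WBV against C, thermogenesis −0.00173 to 0.0387.

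The log2 fold change of named genes that turned ran in EDL of T against C, Prkaa2 −0.0348 to 0.0642, Il6 −0.0693 to 0.0773; in SOL of T against C, Ifng −0.120 to 0.0421; in heart of T against C, Ppargc1a −0.0230 to 0.216, Prkaa1 −0.0391 to 0.0592, Trim63 −0.227 to 0.134. Other results ran genes changed T + WBV against C in EDL 1026 to 3191; genes changed T + WBV against C in SOL 330 to 1643; genes changed T + WBV against C in heart 34 to 1661; genes changed T + WBV against T in heart 0 to 8; genes changed T against C in heart 368 to 694; genes related to body mass with training as covariate, EDL 2 to 221; genes related to body mass with training as covariate, SOL 0 to 109; tumour response score T + WBV minus T in EDL −0.350 to −0.0750; tumour response score T + WBV minus T in heart −0.382 to 0.0269; difference between SOL and EDL in the training effect on the proteasome list score −0.0658 to 0.0399; carcass mass (g), C + WBV against C −0.570 to 0.170; EDL mass (mg), T against C −1.78 to −1.08; EDL mass (mg), C + WBV against C 0.980 to 1.42; SOL mass (mg), T against C −0.953 to −0.723; SOL mass (mg), T + WBV against C + WBV −0.800 to 0.0600; SOL mass (mg), C + WBV against C −0.0333 to 0.827; SOL mass (mg), T + WBV against T 0.633 to 1.11; sPLS-DA variance explained by component 2 (percent), heart 9.11 to 10.3; genes of sPLS-DA component 1 shared by all 3 tissues 2 to 9; genes of sPLS-DA component 2 shared by at least 2 tissues 0 to 2.

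The splits of the control mice were not run in heart, which has 3 C mice, and the covariate for arrays described with a suffix was run in EDL and SOL only. The scanner background of the arrays was not used here, and genes near background have log2 changes drawn towards 0, so a dim gene that did not pass may still have changed; with only genes above the median level, T against C had 4228 genes in EDL, 2688 in SOL and 1173 in heart.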

Differences from the paper's values

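In this part, only the settings with all probe sets and with the brightest probe set were chosen after seeing the data. In Fig. 7, read by eye, the paper's count of genes changed in T against C is about 740 in SOL, against 2581 here, and about 3800 in heart, against 1081 here. For T + WBV against C the paper's counts in the same figure are about 340 in SOL, against 879 here, and about 1700 in heart, against 277 here. Both use an adjusted p under 0.01, on different gene definitions. In EDL the counts lie within 1.5 times of each other, which held in all 23 settings for T against C, but for T + WBV against C in 10 settings and not in 12. None of the alternatives brought T against C within 1.5 times of the paper's count in SOL (23 settings) or in heart (16 settings), of which 2 each were added after seeing the data. For T + WBV against C in SOL, 3 settings did, which were without T + WBV replicate 3 (330), 4 (419) and 5 (477), and 19 did not. In heart, 1 setting did, without T + WBV replicate 2 (1661), and 15 did not.

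The paper states no significant regulation of the proteasome and RNA transport pathways in heart. Here the proteasome list ranked low in heart of T (NES −1.66, adjusted p = 0.0123) and T + WBV (NES −1.64, adjusted p = 0.0175). The nuclear pore list ranked high in heart of T (NES 1.72, adjusted p = 0.00200) but did not pass in T + WBV. With an estimated correlation these calls were lost (proteasome adjusted p = 0.346 in T and 0.36 in T + WBV, nuclear pore 0.335), and the proteasome call ended in T without heart T replicate 3 (0.0503), and in T + WBV without heart T + WBV replicate 3 (0.0614) or C replicate 3 (0.0568), with fry (0.0626) and after a second quantile normalization (0.0624). In EDL and SOL both lists ranked high in T and T + WBV, and with an estimated correlation the adjusted p was 0.161 or more in each. The paper states complement and coagulation as raised in T + WBV in EDL and heart and in both groups in SOL. Here the list ranked high in both groups in all 3 tissues, in T with NES 1.78 in EDL and 2.34 in heart, and each call was lost with an estimated correlation (adjusted p = 0.225, 0.203 and 0.324 in EDL, SOL and heart of T and 0.175, 0.151 and 0.274 of T + WBV), and that in SOL of T also without T replicate 4 (0.0564). The paper states that the proteasome pathway was not raised in SOL of T + WBV. Here the proteasome list passed there (NES 1.52, adjusted p = 0.0358), which ended with fry (0.274), with an estimated correlation (0.532), without T + WBV replicate 4 (0.138) or 5 (0.140) and without C replicate 1 (0.0526) or 2 (0.0706). The paper states lower thermogenesis in all 3 tissues, and the thermogenesis genes outside the respiratory chain did not pass here (NES −0.895, −1.13 and −1.03 in T), whereas the respiratory chain genes, which the KEGG set also holds, ranked low in each tissue, a call lost with an estimated correlation (adjusted p = 0.201, 0.341 and 0.324 in T). The paper states a clear second component among control mice in EDL only, and here C and C + WBV did not overlap on it in EDL and in heart. The paper finds no lower SOL mass with the tumour, and here SOL was lighter in T than in C by a difference of −0.817 mg (exact permutation test, adjusted p = 0.0346), a call that ended without any 1 of 8 mice, with the adjusted p at 0.0519 without T replicate 2, 3 or 6, 0.0693 without T 5 and 0.0606 without C 1, 2, 3 or 4. The groups are unlike, since the paper's tumour effect is from a two-way ANOVA over untrained and trained mice, and between T + WBV and C + WBV SOL mass did not pass here (−0.357 mg, exact permutation test, p = 0.660; 0.06 mg without C + WBV replicate 1).

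The correlations, the slopes, the variance explained by the sPLS-DA components, and the masses of carcass, EDL and SOL differ by less than the rule for a difference. The limits of that rule for these measures are not stated here, so no close match is concluded from it.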

Other observations

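All tests in this part were planned, except that the genes related to body mass were named after their values were seen. Genes of protein breakdown that the paper measured in gastrocnemius were also on these arrays. Trim63 (MuRF1) and Fbxo32 (atrogin-1), muscle ubiquitin ligases, rose in EDL of T against C by a log2 fold change of 2.66 (SE 0.33, adjusted p = 3.97e-06) and 2.21 (SE 0.26, adjusted p = 2.38e-06), and Trim63 in SOL by 1.54 (SE 0.22, adjusted p = 2.62e-05). Fbxo32 rose in SOL by 0.63 (SE 0.17, adjusted p = 0.00967), a call that ended without any 1 of 11 of the 12 mice, and with 1 prior variance, with all arrays in 1 fit, with the mouse as a random block and with the covariate for the description suffix. In T + WBV, Trim63 stood at a mean log2 level of 11.26 ± 1.25 in EDL (SD, n = 5), against 9.27 ± 0.26 in C and 11.93 ± 0.54 in T (n = 6 each). In heart neither passed (Trim63 −0.03, adjusted p = 0.952; Fbxo32 0.16, adjusted p = 0.534), and the sign of Trim63 there turned without heart T replicate 1 or 3. Akt1, a kinase of insulin signalling, rose in EDL by 1.19 (SE 0.18) and did not pass in SOL (0.19) or heart (0.18), and the deacetylase Sirt1 rose in EDL by 0.73 (SE 0.11) and did not pass in SOL (0.40, adjusted p = 0.0181) or heart (0.42, adjusted p = 0.0225). In SOL Sirt1 passed with all arrays in 1 fit, with the mouse as a random block, after a second quantile normalization, and without T replicate 3 or 6 or C replicate 2. Prkaa2, a catalytic subunit of AMPK, fell in SOL by 0.68 (SE 0.13) and did not pass in heart (−0.34, adjusted p = 0.0373) or EDL (0.01, adjusted p = 0.950, where the sign turned without T replicate 1, 4, 5 or 6 or C replicate 4). Ppargc1a, a regulator of mitochondrial genes, rose in EDL by 0.67 (SE 0.18, adjusted p = 0.00645), a call that ended without any 1 of 9 of the 12 mice, with only the 2 groups compared, with all arrays in 1 fit and with the mouse as a random block. It did not pass in SOL (0.51) or heart (0.06, where the sign turned without heart T replicate 2 or 3 or C replicate 2). Of 33 autophagy and lysosome genes, 15 were higher and 2 lower in EDL, 12 and 2 in SOL and 6 and 0 in heart (adjusted over the list alone, 16 and 2, 13 and 2, and 8 and 1; NES 2.07, 2.11 and 1.69, with an estimated correlation adjusted p = 0.201, 0.119 and 0.335). Gabarapl1, which takes part in the closing of autophagosomes, rose by 1.70 (SE 0.30) in EDL and 1.49 (SE 0.20) in SOL, and Atg13, of the autophagy initiation complex, by 1.19 (SE 0.19) in heart.

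Part of the genes of the ribosome and its assembly were called higher by limma in EDL and SOL of T. In heart, which has fewer arrays, none of them was called, and the difference between tissues was not tested. Of 64 ribosomal protein genes, 35 were higher in EDL and 34 in SOL and 0 lower (42 and 50 adjusted over the list alone; NES 2.88 and 3.32, with an estimated correlation adjusted p = 0.201 and 0.133). In heart 0 of them changed by limma, also when adjusted over the list alone, although the list ranked high (NES 2.45, adjusted p = 0.00064, and 0.351 with an estimated correlation). Of 45 ribosome biogenesis genes, 17 were higher and 3 lower in EDL, 10 and 1 in SOL, and 0 changed in heart (adjusted over the list alone, 20 and 3, 10 and 1, and 0; NES 2.21, 2.06 and 1.84, with an estimated correlation adjusted p = 0.202, 0.203 and 0.324). Gnl3, the nucleolar GTPase nucleostemin, rose by 1.03 (SE 0.18) in EDL and 0.77 (SE 0.13) in SOL. Of 28 genes of the amino acid response and aminoacyl-tRNA synthetases, 11 were higher and 1 lower in EDL, 12 and 0 in SOL and 2 and 0 in heart (14 and 2, 15 and 1, and 3 and 0 adjusted over the list alone; NES 2.01, 2.34 and 2.00, with an estimated correlation adjusted p = 0.201, 0.133 and 0.324). Slc3a2, a chain of an amino acid transporter, rose by 1.19 (SE 0.12) in EDL, 1.34 (SE 0.14) in SOL and 1.25 (SE 0.16) in heart. Of 25 citrate cycle genes, 18 were lower and 1 higher in EDL, 16 and 1 in SOL, and 5 and 0 in heart (20 and 1, 20 and 1, and 12 and 1 adjusted over the list alone; NES −2.33, −2.36 and −2.23, with an estimated correlation adjusted p = 0.265, 0.198 and 0.326). Idh3a, a subunit of isocitrate dehydrogenase, fell by 0.89 (SE 0.13) in EDL and 0.91 (SE 0.15) in SOL. Of 23 glycolysis genes, 11 were lower and 2 higher in EDL, 10 and 2 in SOL, and 1 and 1 in heart (11 and 4, 12 and 2, and 5 and 1 adjusted over the list alone; NES −1.92, −1.75 and −1.31, adjusted p = 0.00170, 0.00524 and 0.156, with an estimated correlation adjusted p = 0.265 and 0.291 in the muscles). Of 24 fatty acid oxidation genes, 4 were lower and 5 higher in EDL, 4 and 0 in SOL and 4 and 0 in heart (5 and 5, 5 and 0, and 8 and 0 adjusted over the list alone; NES −0.894, −1.72 and −2.26, adjusted p = 0.687, 0.00574 and 0.00064, with an estimated correlation adjusted p = 0.575 in SOL and 0.335 in heart; 0.0767 in SOL without T replicate 2, and in EDL the sign turned without T replicate 2, 5 or 6 or C replicate 1 or 4).

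Of 30 interferon response genes, 11 were lower and 1 higher in EDL of T, 9 and 0 in SOL and 3 and 0 in heart (11 and 1, 14 and 0, and 6 and 1 adjusted over the list alone; NES −2.06, −2.16 and −2.17, with an estimated correlation adjusted p = 0.265, 0.198 and 0.335). Gbp7, a guanylate-binding protein of cell defence, fell by 1.89 (SE 0.27) in EDL and 1.92 (SE 0.32) in SOL. Of 7 MHC class II genes, 4 were lower and 0 higher in heart (5 and 1 adjusted over the list alone; NES −1.73, adjusted p = 0.00795, and 0.326 with an estimated correlation), among them Cd74, the invariant chain, by a fall of −2.36 (SE 0.33). In EDL 1 was higher and 1 lower and in SOL 0 changed by limma (1 and 4, and 0, adjusted over the list alone; NES −0.969 and −1.38, adjusted p = 0.614 and 0.153). Of 13 neutrophil markers, 4 were higher in EDL, 6 in SOL and 5 in heart and 0 lower (4, 7 and 6 adjusted over the list alone; NES 1.71, 2.15 and 2.03, adjusted p = 0.0147, 0.000792 and 0.00064, with an estimated correlation adjusted p = 0.265, 0.0656 and 0.324). S100a9, a calcium-binding protein of neutrophils, rose by 1.14 (SE 0.19) in EDL and 1.65 (SE 0.19) in SOL. Cd163, a scavenger receptor of macrophages, rose by 1.07 (SE 0.17) in EDL and 2.13 (SE 0.26) in heart. Of 15 lymphocyte markers 0 changed by limma in each tissue, also when adjusted over the list alone (NES 0.590, −0.581 and −1.77, adjusted p = 0.966, 0.961 and 0.00770, in heart 0.335 with an estimated correlation and 0.102 without heart C replicate 3). In EDL and SOL the sign of the lymphocyte list turned in several leave-one-out settings.

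Of 16 fast fibre genes, 10 were lower and 1 higher in EDL of T, 7 and 1 in SOL and 2 and 0 in heart (11 and 1, 10 and 1, and 2 and 1 adjusted over the list alone; NES −2.06, −1.83 and −1.36, adjusted p = 0.000853, 0.00238 and 0.135, with an estimated correlation adjusted p = 0.265 and 0.186 in the muscles). Casq1, the calcium store protein of fast fibres, fell by 2.38 (SE 0.34) in EDL, 1.54 (SE 0.22) in SOL and 1.83 (SE 0.18) in heart. Of 15 slow fibre genes, 2 were higher and 1 lower in EDL, 1 and 3 in SOL and 1 and 2 in heart, and the list did not pass (2 and 1, 2 and 5, and 1 and 3 adjusted over the list alone; NES 1.07, −1.18 and −1.52, adjusted p = 0.453, 0.349 and 0.0596). Of 17 denervation and regeneration genes, 3 were higher in EDL and 5 in SOL and 0 lower, and 0 changed in heart (3, 6 and 0 higher adjusted over the list alone; NES 1.39, 1.82 and 0.923, adjusted p = 0.149, 0.00788 and 0.583, in SOL 0.185 with an estimated correlation). Runx1, a transcription factor that rises after denervation, rose by 1.57 (SE 0.20) in EDL and 1.07 (SE 0.18) in SOL. Of 14 circadian clock genes, 6 were higher and 5 lower in EDL, 4 and 4 in SOL and 0 and 1 in heart (6 and 5, 5 and 4, and 0 and 1 adjusted over the list alone; NES 1.09, 1.07 and 0.810, adjusted p = 0.453, 0.435 and 0.724). Npas2 rose by 1.55 (SE 0.23) in EDL and 1.47 (SE 0.23) in SOL, and Bhlhe41, a repressor of the clock, fell by 2.24 (SE 0.25) and 2.15 (SE 0.26).

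Of 14 endothelial markers, 4 were higher and 1 lower in EDL, 2 and 1 in SOL and 2 and 2 in heart (4 and 1, 2 and 1, and 3 and 2 adjusted over the list alone; NES 1.31, 1.28 and 1.15, adjusted p = 0.213, 0.235 and 0.327; 0.0384 in SOL without T replicate 1), and Kdr, a receptor of VEGF, fell by 1.07 (SE 0.14) in EDL and 1.28 (SE 0.15) in SOL. Of 12 adipocyte markers, 1 was higher and 1 lower in EDL, 1 and 0 in SOL and 0 and 2 in heart (1 and 1, 1 and 0, and 1 and 6 adjusted over the list alone; NES 0.777, −0.603 and −1.90, adjusted p = 0.802, 0.961 and 0.00200, in heart 0.335 with an estimated correlation). Of 6 atrial markers, 1 was lower in EDL, 1 higher in SOL and 2 lower in heart (1, 1 and 4 adjusted over the list alone; NES −1.25, 1.03 and −1.77, adjusted p = 0.308, 0.498 and 0.00412, in heart 0.324 with an estimated correlation). Of 4 erythroid markers, 1 was lower in EDL, 1 in SOL and 0 in heart (1, 1 and 2 adjusted over the list alone; NES −1.20, −1.14 and −1.43, adjusted p = 0.347, 0.406 and 0.0935; in heart 0.0405 without heart C replicate 2 and 0.0318 without heart T replicate 1). Of 9 Schwann cell markers, 0 changed in EDL and SOL by limma and 1 was higher in heart, the same when adjusted over the list alone (NES −0.869, −0.826 and 1.14, adjusted p = 0.687, 0.746 and 0.339). The median log2 change of the members and the enrichment score differ in sign for the slow fibre, adipocyte, lymphocyte and erythroid lists in EDL, the lymphocyte, erythroid and atrial lists in SOL, and the fast fibre, thermogenesis and Schwann cell lists in heart. In T against C, 198 genes were higher and 240 lower in all 3 tissues.

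Between T + WBV and T, 8 lists ranked high and 5 low in EDL, 5 and 6 in SOL and 6 and 4 in heart (fgsea), 0 of them with an estimated correlation, and fry passed 0 in EDL, 0 in SOL and 1 in heart. In EDL the oxidative phosphorylation list ranked high (NES 3.36, adjusted p = 0.00209, and 0.639 with an estimated correlation). In SOL the ribosomal protein list ranked low (NES −2.84, adjusted p = 0.00330) and the interferon list high (NES 1.89, adjusted p = 0.00623), each with adjusted p = 0.673 with an estimated correlation. The ubiquitin ligase and atrophy list ranked low in EDL (NES −2.27, adjusted p = 0.00209, and 0.639 with an estimated correlation; 0.174 without T + WBV replicate 2) and in SOL (NES −2.14, adjusted p = 0.00330, and 0.673 with an estimated correlation; 0.738 without T + WBV replicate 2). In heart the interferon list ranked high (NES 2.28, adjusted p = 0.00137, and 0.604 with an estimated correlation), as did the fatty acid oxidation list (NES 2.49, adjusted p = 0.00137, and 0.537 with an estimated correlation). Between C + WBV and C, 0 lists passed in EDL, 2 ranked high and 3 low in SOL, and 1 high and 5 low in heart, 0 of them with an estimated correlation or with fry. In SOL the slow fibre list ranked low (NES −2.11, adjusted p = 0.00268) and the fast fibre list high (NES 2.05, adjusted p = 0.00635), each with adjusted p = 0.975 with an estimated correlation.

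Among the tumour-bearing mice, the genes most closely related to body mass at day 19 with training as a covariate included Lcn2, which changed by a log2 of −0.214 per percent of body mass in EDL (adjusted p = 0.000742) and −0.149 in SOL (adjusted p = 0.00106), and Col1a1 in SOL (0.155, adjusted p = 0.00113). Without T + WBV replicate 2, 2 genes in EDL and 0 in SOL were related to body mass (2334 and 1722 at an unadjusted p under 0.05). Without T replicate 3 the counts were 14 and 10, without T + WBV replicate 3 they were 112 and 8, and in EDL 140 without T replicate 1 and 143 without T replicate 4, and in SOL 109 without T replicate 2. With body mass in the fit, training changed 0 genes by limma in EDL and 0 in SOL (486 and 509 at an unadjusted p under 0.05), and the difference in the tumour response score between T + WBV and T was −0.0461 in EDL and −0.0371 in SOL.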
